# Transcriptomic analysis links diverse hypothalamic cell types to fibroblast growth factor 1-induced sustained diabetes remission

**DOI:** 10.1038/s41467-020-17720-5

**Published:** 2020-09-07

**Authors:** Marie A. Bentsen, Dylan M. Rausch, Zaman Mirzadeh, Kenjiro Muta, Jarrad M. Scarlett, Jenny M. Brown, Vicente Herranz-Pérez, Arian F. Baquero, Jonatan Thompson, Kimberly M. Alonge, Chelsea L. Faber, Karl J. Kaiyala, Camdin Bennett, Charles Pyke, Cecilia Ratner, Kristoffer L. Egerod, Birgitte Holst, Thomas H. Meek, Burak Kutlu, Yu Zhang, Thomas Sparso, Kevin L. Grove, Gregory J. Morton, Birgitte R. Kornum, José-Manuel García-Verdugo, Anna Secher, Rasmus Jorgensen, Michael W. Schwartz, Tune H. Pers

**Keywords:** Gene expression analysis, Computational models, Neuroscience, Type 2 diabetes

## Abstract

In rodent models of type 2 diabetes (T2D), sustained remission of hyperglycemia can be induced by a single intracerebroventricular (icv) injection of fibroblast growth factor 1 (FGF1), and the mediobasal hypothalamus (MBH) was recently implicated as the brain area responsible for this effect. To better understand the cellular response to FGF1 in the MBH, we sequenced >79,000 single-cell transcriptomes from the hypothalamus of diabetic Lep^*ob/ob*^ mice obtained on Days 1 and 5 after icv injection of either FGF1 or vehicle. A wide range of transcriptional responses to FGF1 was observed across diverse hypothalamic cell types, with glial cell types responding much more robustly than neurons at both time points. Tanycytes and ependymal cells were the most FGF1-responsive cell type at Day 1, but astrocytes and oligodendrocyte lineage cells subsequently became more responsive. Based on histochemical and ultrastructural evidence of enhanced cell-cell interactions between astrocytes and Agrp neurons (key components of the melanocortin system), we performed a series of studies showing that intact melanocortin signaling is required for the sustained antidiabetic action of FGF1. These data collectively suggest that hypothalamic glial cells are leading targets for the effects of FGF1 and that sustained diabetes remission is dependent on intact melanocortin signaling.

## Abstract (web summary)

In rodent models of type 2 diabetes, sustained remission of hyperglycemia can be induced by FGF1 action in the mediobasal hypothalamus. Here, the authors show that FGF1-injection is followed by marked changes in glial cell populations and that the sustained glycemic response is dependent on intact melanocortin signaling.

## Introduction

Type 2 diabetes (T2D) is among the most common and costly biomedical challenges confronting modern society^1^. Standard treatment of this disease involves daily dosing of one or more antidiabetic drugs and can be effective but fails to deliver adequate glycemic control to a majority of patients^2^. A compelling need for more effective treatment modalities therefore exists, and the brain has emerged as an important target for research in this area^3^.

We recently reported that, in Lep^*ob/ob*^ mice and other rodent models of T2D, sustained diabetes remission can be achieved by a single intracerebroventricular (icv) injection of fibroblast growth factor 1 (FGF1)^4^, and the hypothalamus has been identified as the brain area responsible for this FGF1 effect^5^. While this finding is in line with accumulating evidence supporting a key role for the hypothalamus in glucose homeostasis, our current understanding of glucoregulatory neurocircuitry is limited^6,7^. Most of this work is focused on hypothalamic neurons with glucose-sensing properties^8^, but many glial cell types are also potential targets for the hypothalamic action of FGF1, since tanycytes and astrocytes are implicated in glucose homeostasis^9,10^ and since glial cell responsiveness to FGF ligands is well documented^5,11,12^. Moreover, glia–neuron interactions can modify neuronal activity and remodel neurocircuit structure^13–15^, effects of interest for understanding the long-lived nature of the FGF1 effect.

As an unbiased approach to measuring gene expression within single cells in the hypothalamus^16–18^, single-cell RNA sequencing (scRNA-seq) provides a useful strategy both for identifying FGF1-responsive cell types in this brain area and for characterizing their response to icv FGF1 administration at the transcriptional level. With this goal in mind, we performed this analysis across several time points following a single icv injection of FGF1 or vehicle in diabetic Lep^*ob/ob*^ mice. Using a combination of scRNA-seq and histological techniques, we report that glial responses to FGF1 were generally rapid in onset and accompanied by an activated morphology. We also identified Agrp neurons, key components of the melanocortin signaling pathway, as the most FGF1-responsive neuronal cell type at the transcriptional level, and in a series of in vivo studies, we show that sustained diabetes remission induced by icv FGF1 is dependent on intact melanocortin receptor signaling.

## Results

### Study design

Consistent with previous studies^4,5,11^, icv delivery of FGF1 (3 µg) into the lateral ventricle of diabetic Lep^*ob/ob*^ mice induced a robust but transient anorectic response at Day 1, with normalization of blood glucose (BG) levels occurring by Day 5 (Fig. 1a). To identify transcriptional correlates of these distinct responses to FGF1, we generated a series of RNA-seq datasets at Days 1, 5, and 42 (Fig. 1a) and adjusted for differences of food intake by pair-feeding of icv vehicle-injected controls to the intake of icv FGF1-injected mice.

**Fig. 1:**
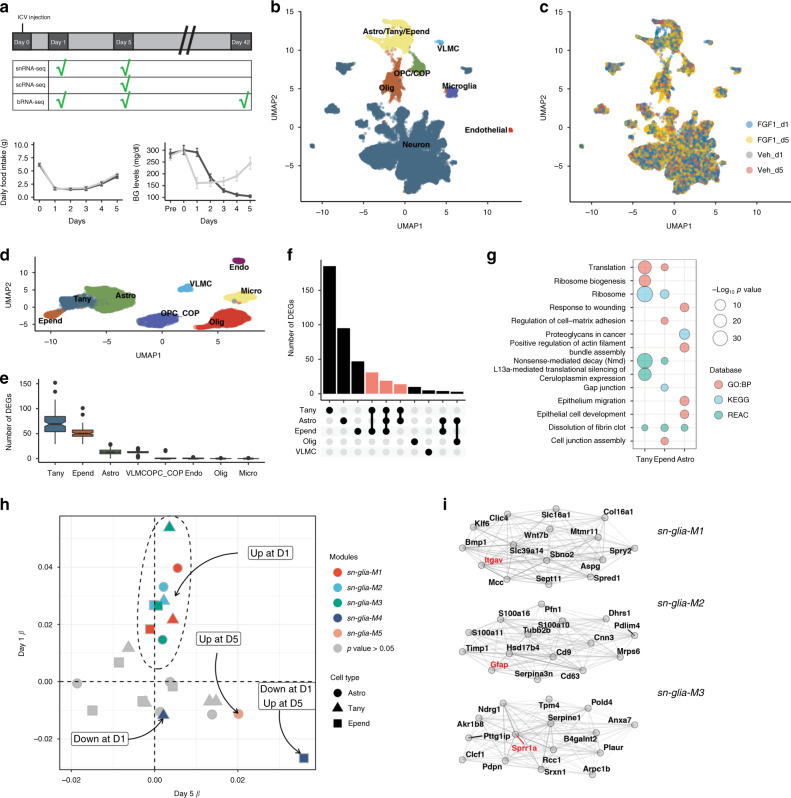
Study design and icv FGF1-induced temporal glia responses. **a** Diabetic Lep^*ob/ob*^ mice received a single intracerebroventricular (icv) injection of FGF1 (3 µg) or vehicle at Day 0. Hypothalami were harvested on Days 1, 5, and 42 after icv injection. Vehicle-injected mice were pair-fed (PF) to the amount of food consumed by icv FGF1-injected Lep^*ob/ob*^ mice and morning blood glucose levels were monitored. Plots are represented as mean ± SEM, and source data are provided as a Source data file; FGF1 (*n* = 17), vehicle (*n* = 15). **b** Uniform manifold approximation and projection (UMAP) clustering of hypothalamic nuclei from Day 1 and Day 5 snRNA-seq datasets. Source data are available through the NCBI Gene Expression Omnibus (GEO; GSE153551). **c** UMAP clustering from **b** colored according to treatment group and time of euthanasia. **d** UMAP clustering of hypothalamic non-neuronal cells from Day 1 and Day 5 snRNA-seq datasets. **e** Number of differentially expressed genes (DEGs) for non-neuronal subclusters at Day 1 identified through repeated downsampling (10 cells/group/cell type/iteration; 100 iterations), *n* = 3 mice/group. Data are presented as median with interquartile range (IQR) and summary statistics are provided as a Source data file. **f** Each bar represents the number of unique DEGs for one or a certain combination of cell types (pseudobulk approach, see “Methods”) from Day 1 snRNA-seq dataset, *n* = 3 mice/group. **g** Associated Gene Ontology terms (biological process category; red), KEGG (blue) and REACTOME (green) pathways associated with DEGs in the indicated cell types. Point size indicates −log_10_(*p* value) (Bonferroni adjusted). **h** Weighted gene co-expression network analysis (WGCNA) of tanycytes, ependymal cells, and astrocytes from Days 1 and 5 snRNA-seq datasets. Significantly changed gene modules (linear mixed-effects model; FDR < 0.05) are indicated with color and cell-specific expression is indicated by shape. Modules are plotted according to their *β*-values; Day 1 (*n* = 3/group), Day 5 (*n* = 2/group). **i** Module plots of top 15 genes of *sn-glia-M1*–*sn-glia-M3*, which are upregulated on Day 1. Genes in red denote genes mentioned in the text. Astro astrocytes, Tany tanycytes, Epend ependymal cells, Olig oligodendrocytes, OPC oligodendrocyte precursor cell, COP committed to differentiate oligodendrocyte, VLMC vascular leptomeningeal cell.

To transcriptionally characterize Days 1 and 5, we performed single-nucleus RNA-sequencing (snRNA-seq) and generated a dataset comprising 15,291 cells that clustered into 9 overall cell populations (Fig. 1b, c). For this dataset, we, on average, recovered 3258 transcripts (unique molecular identifiers (UMIs)) and 1,792 unique genes per cell across all hypothalamic cell populations.

### Tanycytes, ependymal, and astrocytes are highly responsive to icv FGF1

To better characterize the response of hypothalamic tanycytes, astrocytes, and other glial cells Day 1 after icv FGF1 injection in diabetic Lep^*ob/ob*^ mice, we extracted all non-neuronal cells and re-clustered them to delineate glial subpopulations (Fig. 1d). To estimate which subpopulations were most affected one day after icv FGF1 injection, differentially expressed genes (DEGs) were identified with a repeated downsampling approach to control for both cell number and between-sample variation^19^. In line with previous evidence that both tanycytes and astrocytes are highly responsive to FGF1^4,5,11^, robust transcriptomic responses were observed in tanycytes, ependymal cells, and, to a lesser degree, astrocytes (false discovery rate (FDR) < 0.1; Fig. 1e). Using a pseudobulk approach to identify DEGs (see “Methods”), our analysis of FGF1-induced transcriptional changes identified a core set of genes (*n* = 21) shared between tanycytes, ependymal cells, and astrocytes, suggesting a common response across these cell types (Fig. 1f, Supplementary Data 1). Furthermore, we tested for enrichment of genesets in the Gene Ontology biological process (GO:BP)^20^, REACTOME (REAC)^21^, and Kyoto Encyclopedia of Genes and Genomes (KEGG)^22^ databases (Fig. 1g; Supplementary Data 2). Tanycytes and ependymal cells showed strong upregulation of ribosomal pathways and downregulation of cilia activity, whereas astrocytes showed increased activity in processes involved in tissue remodeling compared to pair-fed, vehicle-treated mice.

To further characterize both the biological pathways induced by FGF1 across tanycytes, ependymal cells, and astrocytes and how these responses change over time, we performed weighted gene co-expression network analysis (WGCNA)^23^ on these glial subsets. Of the nine modules identified, three were significantly increased by icv FGF1 at Day 1 (Fig. 1h). Modules *sn-glia-M1* and *sn-glia-M2* were increased by FGF1 to a similar extent across all three cell types, whereas *sn-glia-M3* appeared to be more strongly upregulated in tanycytes than the other cell types (Fig. 1h; linear mixed-effects models; FDR < 0.05; Supplementary Data 3). Consistent with the ability of FGF1 to signal through the extracellular signal-related kinase 1/2 (ERK1/2) pathway^5^, the *sn-glia-M1* module was significantly enriched for “mitogen-activated protein kinase (MAPK) cascade” and “FGF receptor 1 signaling” pathways and included the gene *Itgav* encoding an integrin subunit shown to modulate FGF signaling^24^. Furthermore, module *sn-glia-M2*, which included *Gfap* and *Vim* (markers of reactive astrocytes^25^), was upregulated across all three cell populations (Fig. 1h), suggesting a pan-reactive glial response. Module *sn-glia-M3* was strongly induced in tanycytes and contains the gene *Sprr1a* (Fig. 1i), which marks a unique subset of tanycytes situated at the junction of the arcuate nucleus (ARC) and the median eminence (ME)^16^.

Whereas these three modules were strongly induced Day 1 after icv FGF1 injection, each of these responses was nearly normalized by Day 5, with a different set of modules showing increased expression relative to vehicle at this time point. Among the modules upregulated Day 5 were *sn-glia-M4* and *sn-glia-M5*, which were activated specifically in astrocytes and ependymal cells, respectively (Fig. 1h). These data suggest that the transcriptomic response to FGF1 evolves over time in a manner that differs fundamentally between astrocyte, tanycyte, and ependymal cell populations.

### Tanycyte activation is sustained through Day 5 following icv FGF1 injection

As tanycyte and ependymal cell responses diverged with the passage of time following icv FGF1 injection, we generated a larger single-cell RNA-sequencing (scRNA-seq) Day 5 dataset, which comprised 63,904 hypothalamic cells from a separate cohort of icv FGF1-injected Lep^*ob/ob*^ mice and PF, icv vehicle-injected controls (*n* = 6/group). After quality control and doublet removal, cells were clustered into 14 cell populations (Supplementary Fig. 1). On average, we recovered 1802 UMIs and 966 unique genes/cell across all cell populations. Within this larger dataset, we first inspected cell types lining the third ventricle (3V) (Supplementary Fig. 2). Subclustering identified the four major tanycyte subpopulations: α1-, α2-, β1-, and β2-tanycytes (Fig. 2a). Because tanycyte cell identity and function vary with dorsal–ventral distribution along the ventricular wall, we anticipated finding a continuum of gene expression moving dorsally up the 3V. We therefore plotted all tanycyte cells in principal component (PC) space, which revealed a one-dimensional curve, reminiscent of what is seen in terminally differentiated cells with spatial zonation^26^. We next fit a principal curve to our data and assigned each cell a value on that curve, henceforth referred to as “pseudoventricle score” (Fig. 2b). Application of WGCNA across this tanycyte population identified 35 modules (Supplementary Data 5), of which 7 showed a significant difference following icv FGF1 treatment compared to vehicle across at least 5 consecutive points along the pseudoventricle. Module *sc-tany-M1* showed a strong significant (linear mixed-effects model; FDR < 0.05) increase in expression excluding locations in which β2/β1-tanycyte marker expression was high. This module contained the gene *Vim* and enriched for pathways such as “glycolysis” and “gluconeogenesis” (Fig. 2c, d), suggesting a shift in metabolic processes in these cells. Immunostaining for vimentin confirmed a robust increase in both ependymal and tanycyte vimentin content 1 week after icv FGF1 injection at the predicted ventricle heights. Combined with a marked increase in the number of tanycyte processes projecting into adjacent hypothalamic parenchyma, these findings are highly suggestive of a phenotype switch in these cells (Fig. 2e). Furthermore, we found that *sc-tany-M2*, which contained genes with stem cell-like properties^27,28^, was increased specifically in the ventral part of the pseudoventricle, and *sc-tany-M3* exhibited a significant FGF1-induced increase in expression across nearly the entire pseudoventricle and comprised genes involved in protein synthesis thus mirroring the response of tanycytes on Day 1. Modules *sc-tany-M5* and *sc-tany-M6* were expressed dorsally along the pseudoventricle, included *Cd24a* and *Igfbp5*, respectively, confirmed by in situ hybridization in cells lining the 3V (Supplementary Fig. 3)^29^, and identified in progenitor cells in the ventricular–subventricular zone^30^. Genes of the peroxiredoxin family characteristic of *sc-tany-*M23 exhibited a distinct expression pattern characteristic of α2-tanycytes, suggesting a role for this tanycyte subset in the hypothalamic response to oxidative stress that is upregulated by FGF1 (Fig. 2f). Additional studies are warranted to determine the contribution made by various tanycyte subsets to FGF1-induced diabetes remission (for more detailed results and a full list of tanycyte and ependymal modules, please refer to Supplementary Notes, Supplementary Fig. 4, and Supplementary Data 4 and 5).

**Fig. 2:**
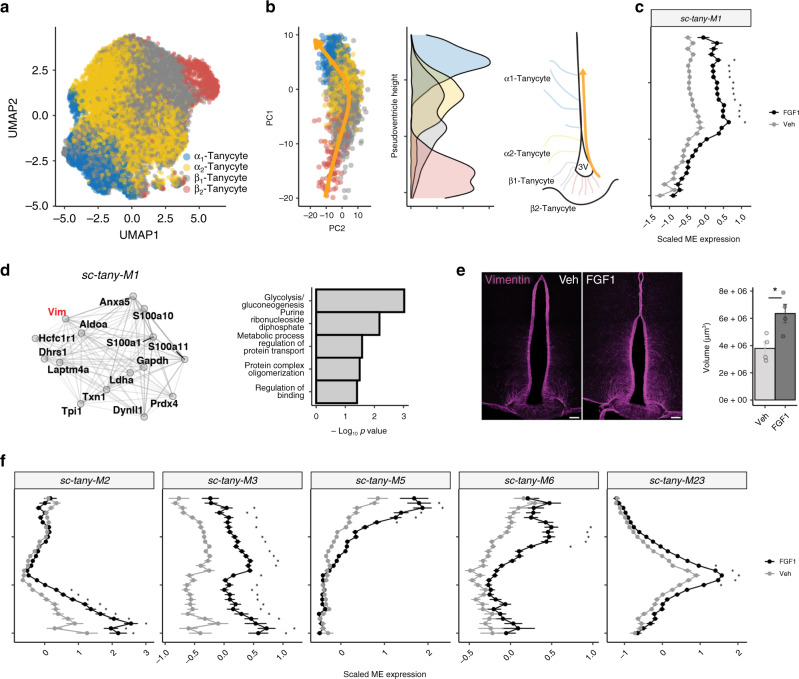
Tanycyte module expression maps to the spatial distribution lining the third ventricle. **a** UMAP clustering of tanycytes (β2-, β1-, α1-, α2-Tanycytes) from the Day 5 single-cell RNA-sequencing (scRNA-seq) dataset. Cell type annotations were inferred from a published dataset^16^. **b** Tanycyte lineage cells plotted on principal components 1 and 2 revealed a trajectory (left). The colors represent the subtype of each cell from **a**. A principal curve fit across the trajectory was used to assign a pseudoventricle score to each cell corresponding to the spatial location of that cell type along third ventricular (3V) wall. Density plot of each tanycyte subpopulation plotted along the pseudoventricle revealed a continuum of gene expression and non-distinct shifts in the expression of marker genes along the pseudoventricle. **c** Scaled module expression of *sc-tany-M1* in FGF1-treated (black) and vehicle (gray) tanycytes (linear mixed-effects model; bin size of 1; mean ± SEM; *p < 0.05) (Bonferroni adjusted) from the Day 5 scRNA-seq dataset (*n* = 6 mice/group). Exact adjusted *p* values are provided in Supplementary Data 5. ME module eigengene. **d** Gene–gene network plot of the correlation of top 15 genes in module *sc-tany-M1* (left) and associated pathways (right). Genes mentioned in the text are labeled in red. **e** Representative images of immunolabeling of vimentin in diabetic Lep^*ob/ob*^ mice 1 week after vehicle or icv FGF1 injection. Pixel dimensions: 0.27 × 0.27 × 2.00 microns. Quantification: dots represent volume of vimentin-positive voxels assessed by iMARIS for individual animals (mean from 2 sections per animal, *n* = 4/group), mean ± SEM. Unpaired *t* test, two tailed, *p = 0.022 (not adjusted). Source data are provided as a Source data file. **f** Scaled module expression of *sc-tany-M2*, *sc-tany-M3*, *sc-tany-M5*, *sc-tany-M6*, and *sc-tany-M23* with 5 consecutive points of difference in expression along the pseudoventricle between FGF1-treated (black) and vehicle (gray) tanycytes (linear mixed-effects models; bin size of 1; mean ± SEM; *p < 0.05) (Bonferroni adjusted) from the Day 5 scRNA-seq dataset (*n* = 6 mice/group). Exact adjusted *p* values are provided in Supplementary Data 5.

### Evolution of the astrocyte response to icv FGF1

In response to various stimuli, the astrocyte phenotype can change rapidly and dramatically^13^. To date, neurotoxic, neuroprotective, pan-reactive, neuron-interactive, and neuronal activity-induced astrocyte phenotypes have been reported^25,31^. To test whether astrocyte responses on Day 1 or Day 5 after icv FGF1 treatment correspond to any of these phenotypes, we first performed WGCNA on astrocytes in the snRNA-seq dataset. Of the 7 identified modules, 3 were significantly increased on Day 1 (*sn-astro-M1*–*sn-astro-M3*) and 1 module was significantly increased on Day 5 (*sn-astro-M4*; Fig. 3a; linear mixed-effects models; FDR < 0.05; Supplementary Data 6). The 3 upregulated astrocyte modules on Day 1 enriched for markers of pan-reactive astrocytes, while *sn-astro-M2* and *sn-astro-M3* also enriched for markers of neuroprotective astrocytes (Fig. 3a). Although *sn-astro-M1* did not enrich for markers of either neurotoxic or neuroprotective astrocytes, its hub gene *Npas3* (Fig. 3b) is a transcription factor belonging to the bHLH-PAS superfamily known to be involved in FGF signaling, hypoxia, circadian rhythm, and metabolic pathways and has been proposed as a link between mental illness and metabolic disorders^32^.

**Fig. 3:**
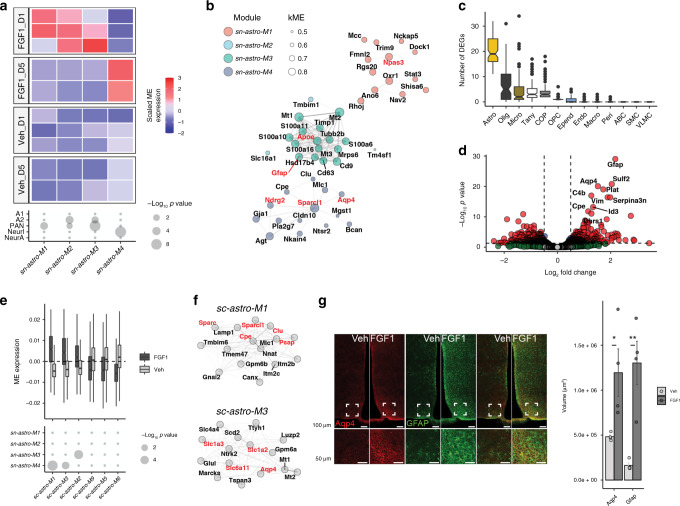
Evolution of the astrocyte response to icv FGF1. **a** Identification of *sn-astro-M1*–*sn-astro-M3* upregulated at Day 1 and *sn-astro-M4* upregulated at Day 5 in FGF1-treated mice (linear mixed-effects model, FDR < 0.05) using WGCNA on astrocytes from the snRNA-seq datasets. Enrichment of DEGs in astrocytes in response to lipopolysaccharide (neurotoxic, A1), middle cerebral artery occlusion (neuroprotective, A2), or overlapping genes (PAN)^25^ or enrichment of genes induced by neuron interaction (NeurI) or neuron activity (NeurA)^31^. Point size is scaled by −log_10_(*p* value) (Bonferroni adjusted). **b** Correlation of top 15 genes of *sn-astro-M1*–*sn-astro-M4*. Node size; correlation of the given gene with the module eigengene (kME). **c** Number of DEGs for non-neuronal subclusters identified in the Day 5 scRNA-seq dataset with repeated downsampling (10 cells/group/cell type/iteration, 100 iterations; *n* = 6 mice/group), median (IQR). Summary statistics provided as a Source data file. Macro macrophages, Peri pericytes, ABC arachnoid barrier cells, SMC smooth muscle cells, VLMC vascular leptomeningeal cells. **d** Volcano plot of pseudobulk DEGs in astrocytes Day 5, scRNA-seq dataset between FGF1 and vehicle. Blue, genes with FDR < 0.05; red, genes with FDR < 0.05 and |log_2_ fold change| > 0.25; green, genes with |log_2_ fold change| > 0.25; gray, genes below both thresholds. **e** Astrocytes WGCNA (Day 5; scRNA-seq) identified three significant upregulated (*sc-astro-M1*–*sc-astro-M3*; linear mixed-effects model; FDR < 0.05) and three downregulated (*sc-astro-M5*, *sc-astro-M6*, *sc-astro-M9*) modules in FGF1-treated mice, median (IQR). Lower panel: hypergeometric enrichment analysis of single-nucleus RNA-sequencing (snRNA-seq) and scRNA-seq astrocyte modules. Point size is scaled by −log_10_(*p* value) (Bonferroni adjusted; *n* = 6 mice/group). **f** Correlation of top 15 genes in modules *sc-astro-M1* and *sc-astro-M3*. **g** Representative images of immunoreactivity of aquaporin 4 (Aqp4; red) and glial fibrillary acid protein (GFAP; green) from coronal sections of hypothalamus from diabetic Lep^*ob/ob*^ mice 1 week after either vehicle or FGF1 icv injection. Lower panels: higher magnification of white inset. Scale bar 100 μm (top), 50 μm (lower). Pixel dimensions: 0.27 × 0.27 × 2.00 microns. Quantification: dots represent volume of Aqp4- or GFAP-positive voxels for individual animals (mean from 2 sections per animal, *n* = 4/group), mean ± SEM. Unpaired *t* test, two tailed, *p = 0.037, **p = 0.003 (not adjusted). Source data are provided as a Source data file. Genes mentioned in the text are labeled in red.

In contrast, *sn-astro-M4*, which was upregulated on Day 5 post-FGF1 treatment, significantly enriched for neuron-interacting (NeurI) genes, suggestive of increased astrocyte–neuronal interaction. Among hub genes for *sn-astro-M4* was *Sparcl1*, a matricellular protein implicated in synaptic plasticity^33^, as well as genes encoding proteins involved in synaptic glutamate (*Ndrg2)* and potassium (*Kcnj10)* homeostasis (Fig. 3b). This module enriched for the terms “ammonium ion metabolic process,” “PPAR signaling pathway,” and “lipid metabolic process” (Supplementary Data 6), consistent with a model in which FGF1 helps to reduce neuronal stress^34^ through increased neuron–astrocyte metabolic coupling.

To confirm the snRNA-seq findings on Day 5 post-treatment and to gain more insight in the glial response to icv FGF1, we again utilized the larger scRNA-seq dataset. The relatively high number of resampled DEGs in astrocytes at Day 5 compared to the other cell glial cell types confirmed that, in these cells, the transcriptional response at Day 5 was more robust than at Day 1 (Fig. 3c). Pseudobulk analysis of astrocytes identified 186 DEGs on Day 5 (|log_2_ fold change (FC)| > 1; FDR < 0.05), of which 94 were upregulated and 92 downregulated, with *Gfap*, *Aqp4*, and *Vim* among the top upregulated genes (Fig. 3d; Supplementary Data 7). Using WGCNA, we identified 6 distinct astrocyte modules associated with FGF1 treatment on Day 5 (linear mixed-effects models; beta > 0.005; FDR < 0.05) (*sc-astro-M1*–*sc-astro-M6*; Fig. 3e; Supplementary Data 8), 3 of which were upregulated by icv FGF1. Hypergeometric enrichment revealed a significant overlap between *sn-astro-M4* and *sc-astro-M1* (10 genes in common) as well as with *sc-astro-M3* (7 genes in common; Fig. 3e). Module *sc-astro-M3* included genes involved in regulating homeostasis of both synaptic glutamate (*Slc1a2*, *Slc1a3)* and GABA (*Slc6a11*), as well as the major astrocyte water channel *Aqp4* (Fig. 3f). Module *sc-astro-M1* included genes regulating synapse formation (*Sparcl1*, *Sparc*), dendritic growth (*Psap*), and other neuroprotective functions (*Cp*e, *Clu*, *Plat*). These findings confirm the astrocyte response on Day 5 and are suggestive of multiple neuroprotective responses that range from changes in interstitial fluid homeostasis to direct regulation of synapse/dendrite formation (Supplementary Data 8).

To validate and extend these transcriptomic findings, we used immunohistochemistry (IHC) to determine whether expression of *Aqp4* (a shared upregulated gene at Day 5 in all astrocyte analyses and datasets) was increased at the protein level in astrocytes. We found that, in a separate cohort of diabetic Lep^*ob/ob*^ mice, Aqp4 protein content was increased 1 week after icv FGF1 injection, particularly in the mediobasal hypothalamus (MBH; Fig. 3g). We also detected a robust increase of glial fibrillary acidic protein (GFAP; encoded by *Gfap*) immunostaining in astrocytes 1 week following icv FGF1 injection, confirming the FGF1-induced astrocyte modules *sc-astro-M3* and *sn-astro-M2* containing *Gfap*. Combined with the robust, star-shaped astrocyte morphological change induced by FGF1 (Fig. 3g), these findings are suggestive of an astrocyte phenotype switch. Clarification of contribution made by these astrocyte responses to FGF1-induced glucose lowering is warranted.

### Unique temporal signatures in oligodendrocytes induced by icv FGF1

At a transcriptional level, oligodendrocytes displayed a distinct temporal response to FGF1. While evidence of minor immune activation was seen in mature oligodendrocytes on Day 1 (Supplementary Data 3), icv FGF1 had minimal effects on oligodendrocyte precursor cells (OPCs) at this early time point. By Day 5, however, our resampling test indicated a strong response in both oligodendrocytes and committed to differentiate oligodendrocyte precursors (COPs) (Fig. 3c). To better understand these responses, we extracted all oligodendrocyte lineage cells from our scRNA-seq dataset and mapped them to an existing dataset with a more detailed annotation of transcriptional oligodendrocyte heterogeneity^35^ (Fig. 4a). Retaining only cells that mapped with high confidence between datasets, we detected a significant increase in populations of both COPs and newly formed oligodendrocytes (NFOLs) in FGF1-treated mice (Fig. 4b) but not in mature oligodendrocytes.

**Fig. 4:**
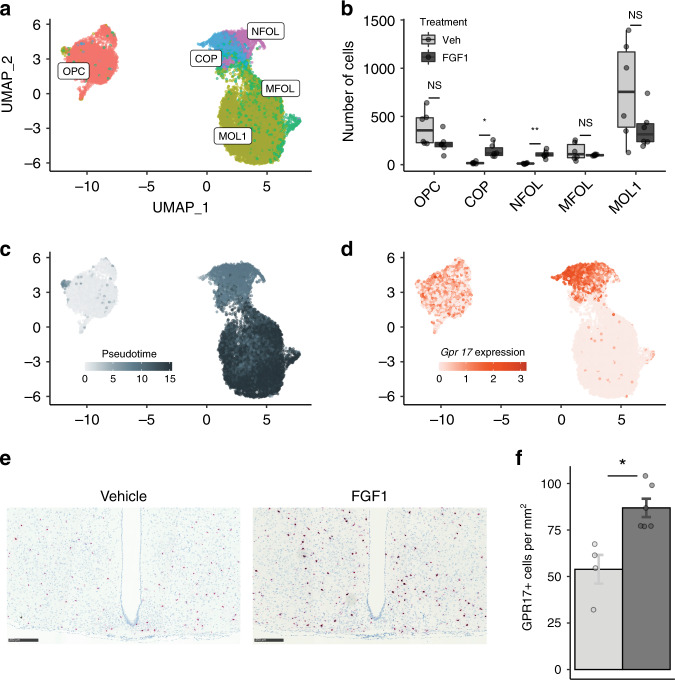
Icv FGF1 induces a population of differentiating oligodendrocytes. **a** UMAP clustering of cells in the oligodendrocyte lineage from the Day 5 scRNA-seq dataset. Cell type annotations were inferred from a published dataset^35^. **b** Dots represent mean number of cells per animal and lines represent mean ± SEM. Unpaired *t* test, two tailed, *p < 0.022, **p < 0.0074 (Bonferroni adjusted; *n* = 6 mice/group); ns not significant. Source data for each subcluster are provided as a Source data file. **c** UMAP of cells in the oligodendrocyte lineage labeled according to maturation in Monocle-derived pseudotime. **d** UMAP of cells expressing *Gpr17*, a maturing oligodendrocyte marker. **e** RNAScope detection of *Gpr17* expression in the hypothalamus of Lep^*ob/ob*^ mice 5 days after icv FGF1 or vehicle. **f** Quantification of *Gpr17*+ cells from the ARC area (2 sections per animal, icv vehicle (*n* = 4) and icv FGF1 (*n* = 5)), mean ± SEM. Unpaired *t* test, two tailed, *p = 0.005 (not adjusted). Source data are provided as a Source data file. NFOL newly formed oligodendrocyte, MFOL myelin-forming oligodendrocyte, MOL1 myelinating oligodendrocyte.

We next used Monocle2^36^ to sort these cells along their likely developmental trajectories. The pseudotime trajectory confirmed the effect of icv FGF1 to increase the pool of cells at an intermediate pseudotime (Fig. 4c), corresponding to an accumulation of cells differentiating from OPCs toward mature oligodendrocytes. Using RNAScope to detect *Gpr17* expression as a proxy for COPs and NFOLs (Fig. 4d) in a separate cohort of Lep^*ob/ob*^ mice, we confirmed an increase in the number of these oligodendrocyte lineage cells in the ARC of icv FGF1-injected mice compared to vehicle-treated, PF controls (Fig. 4e), a response that appeared to extend beyond the MBH. Together, these results suggest that oligodendrocyte differentiation was induced by icv FGF1 in the hypothalamus of diabetic Lep^*ob/ob*^ mice. Although oligodendrocytes are well known to ensheath axons and provide metabolic support, and although glucose has been shown to be rapidly metabolized by oligodendrocytes^37^, we are unaware of evidence implicating oligodendrocyte lineage cells in the control of glucose homeostasis. Whether and how these cells might contribute to sustained FGF1-induced diabetes remission warrants additional study.

### Effect of FGF1 on neurons

To confidently identify established hypothalamic neuronal subtypes in diabetic Lep^*ob/ob*^ mice, we propagated labels from published hypothalamic single-cell datasets^16–18^ (see “Methods”) and subclustered all confidently mapped cells into 15 hypothalamic neuron-specific cell populations (Fig. 5a). These neurons (11,986) were subclustered and manually annotated based on highly enriched genes and revealed a small cluster of Pomc-expressing cells (Supplementary Fig. 5a). Surprisingly, no neurons in our dataset were assigned with high confidence to previously characterized Pomc populations.

**Fig. 5:**
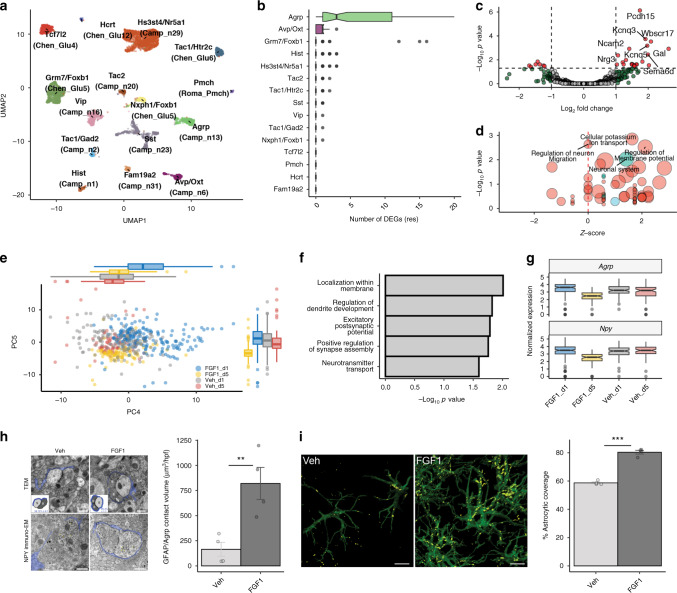
Effects of icv FGF1 on Agrp neurons. **a** UMAP clustering of neurons from the snRNA-seq dataset that confidently mapped to published datasets^16–18^. Original cell type annotations from the published datasets are indicated in brackets. **b** Numbers of DEGs for neuron subclusters identified using repeated downsampling (10 cells/group/cell type/iteration, 100 iterations; *n* = 3 mice/group), median (IQR). **c** Volcano plot of pseudobulk DEGs in Agrp neurons from the Day 1 snRNA-seq dataset between FGF1 and vehicle. Red, genes with FDR < 0.05 and |log_2_ fold change| > 0.25; green, genes with an |log_2_ fold change| > 0.25; gray, genes below both thresholds. **d** Gene Ontology (biological process; red) and REACTOME (blue) terms enriched for DEGs in Agrp neurons at Day 1. Circle size denotes gene overlap with the identified geneset. **e** Principal component analysis of Agrp neurons sampled at Days 1 and 5 (vehicle and FGF1) revealed strong separation from other groups at PC4 and PC5, respectively (*n* = 3 mice/group Day 1, *n* = 2 mice/group Day 5), median (IQR). **f** Gene Ontology term (biological processes) of highly loading genes on PC5. **g** Normalized expression of *Agrp* and *Npy* in Agrp neurons across the 4 groups (FGF1, Days 1 and 5; vehicle, Days 1 and 5; *n* = 3 mice/group Day 1, *n* = 2 mice/group Day 5). **h** Top panel: representative electron microscopic images of coverage of synapses between axonal boutons (B) and dendritic spines (S) by peri-synaptic astrocytic in the ARC area of Lep^*ob/ob*^ mice. Bottom panel: immunostaining for *Npy*. Scale bar 500 nm. Quantification: dots represent percentage of astrocytic coverage for individual animals (mean of 30 synapses per animal, *n* = 4/group), mean ± SEM. Unpaired *t* test, two tailed, ***p < 0.0001 (not adjusted). **i** Contacts between GFAP(+) astrocytes (green) and Agrp(+) neurons in the ARC area (equivalent to outline in **g**) 1 week following icv FGF1 or vehicle injection of Lep^*ob/ob*^. Yellow represents co-labeled GFAP-positive and Agrp-positive voxels. Scale bar 8 μm. Pixel dimensions: 0.057 × 0.057 × 0.500 microns. Quantification: dots represent mean contact volume over high power field (hpf: 116.5 × 116.5 microns) for individual animals (2 sections per animal, *n* = 4/group), mean ± SEM. Unpaired *t* test, two tailed, **p = 0.0093 (not adjusted). Source data and summary statistics are provided as a Source data file.

### Agouti-related peptide (Agrp) neurons are the most responsive neuronal subtype

To estimate which neuronal populations were most affected 1 day after icv FGF1 injection, we quantified the amount of DEGs for each neuronal subtype using a repeated downsampling approach^19^. This analysis revealed Agrp neurons to be the most FGF1-responsive neuronal population, with no other subsets (including Pomc neurons) having a median number of DEGs > 1 by Day 1 (Fig. 5b; Supplementary Fig. 5b). Utilizing the pseudobulk approach including all Agrp neurons from Day 1 (*n* = 313), we identified 47 DEGs (|log_2_ FC| > 1; FDR < 0.05), of which 37 were upregulated (Fig. 5c; Supplementary Data 9). To identify putative biological pathways activated by FGF1 in Agrp neurons, we subjected upregulated and downregulated DEGs identified in Agrp neurons to geneset enrichment analysis (GSEA) and found that, in Agrp neurons, FGF1 increases the expression of genes involved in both synapse assembly and regulation of membrane potential (Fig. 5d).

To investigate whether the response in Agrp neurons evolved over time, we compared Agrp neuron expression profiles between Day 1 and Day 5 after icv injection. To identify genes that drive variance in Agrp neurons across these two time points, we performed PC analysis (PCA) to identify those components which best separate the four groups (vehicle vs. FGF1, Day 1 vs. Day 5). In these neurons, the strongest differences in loading values were in PC4 and PC5, which, respectively, explained 1.9% and 1.7% of the variation in Agrp neurons and separated FGF1-Day 1 and FGF1-Day 5 Agrp neurons from the other Agrp neurons (Fig. 5e). The top loading genes on PC4 overlapped with genes identified as being significantly upregulated on Day 1, including *Pcdh15* and *Kcnq3*, suggesting that the effect of FGF1 to acutely induce expression of these genes in Agrp neurons had waned by Day 5 (Supplementary Data 10). Pathway enrichment analysis for negatively loading genes on PC5 (genes with increased expression in Agrp neurons in the FGF1 Day 5 group) was suggestive of changes in postsynaptic regulation and function (Fig. 5f). Furthermore, *Agrp* and *Npy* were the two most strongly positively loading genes on PC5, and expression levels of both genes were strongly reduced on Day 5 compared to all other groups (Fig. 5g). By comparison, neither *Agrp* nor *Npy* expression were reduced on Day 1 relative to PF, vehicle-treated controls, suggesting that the initial response of Agrp neurons to icv FGF1 injection (Day 1) involves alteration of genes implicated in the control of membrane potential, whereas the later response (Day 5) is predominated by decreased *Agrp* and *Npy* gene expression. Whether these findings are indicative of sustained, FGF1-induced Agrp neuron inhibition warrants additional study.

### FGF1 increases astrocytic contact with neurons

In light of both the important role played by astrocytes to modulate synaptic function^13–15^ and our evidence of a robust transcriptomic and histochemical response of astrocytes to FGF1, we next sought to test whether synaptic ensheathment by astrocyte processes is affected by FGF1. Electron microscopic analysis of the ARC area on samples obtained following icv injection of either vehicle or FGF1 in a separate cohort of Lep^*ob/ob*^ mice (*n* = 4/group) revealed an increase in coverage of synaptic boutons on dendritic spines by peri-synaptic astrocytic processes that included, but was not limited to, neurons positive for Neuropeptide Y (NPY; which is co-expressed with Agrp in ARC neurons; Fig. 5h).

Because these findings were associated with reduced *Agrp* and *Npy* expression levels, and because astrocytes are reported to modulate the tone of neurons in the melanocortin system^15^, we next asked whether physical interactions between astrocytes and Agrp neurons are induced by icv FGF1 injection. Consistent with this hypothesis, co-staining for GFAP and Argp performed 1 week following icv FGF1 (or vehicle) injection in a separate cohort of Lep^*ob/ob*^ mice reveals a marked increase of cellular contacts between GFAP(+) astrocytes and Agrp neurons induced by FGF1 in the ARC area (Fig. 5i). These findings point to a model in which the astrocyte response to FGF1 involves changes in synaptic function within hypothalamic neurocircuits relevant to glucose homeostasis. Such an effect need not be limited to Argp neurons, and further studies are warranted to determine whether and how enhanced glia–neuron interactions in the hypothalamus might contribute to the sustained antidiabetic action of FGF1.

### Dependence of FGF1-induced diabetes remission on melanocortin receptor signaling

Reduced melanocortin signaling is linked to diabetes pathogenesis in both rodents and humans^38–41^. Because Agrp neurons are the most responsive neurons after FGF1 injection, and since these neurons function as endogenous inhibitors of melanocortin signaling, we next asked whether sustained antidiabetic action of FGF1 depends on intact melanocortin signaling. To this end, we tested whether either mice lacking the melanocortin 4 receptor (Mc4r; Mc4r^*−/−*^) or agouti (KK-A^*y*^) mice (in which obesity and T2D (depending on the background strain) result from ectopic overexpression of Agouti, an Agrp homolog^42^) are resistant to the sustained antidiabetic response to icv FGF1 injection. We found that, whereas both Mc4r knockout and KK-A^*y*^ mice exhibited the rapid reduction of food intake and BG levels typical of Lep^*ob/ob*^ mice following icv injection of FGF1 (3 µg)^4^ (Figs. 1a and 6a, b), BG levels returned to baseline within 10–14 days in both mouse strains, unlike the prolonged normoglycemia induced by icv FGF1 injection in Lep^*ob/ob*^ mice^4^. Whereas intact melanocortin signaling is not required for initial anorexia and glucose lowering, these findings suggest that it is required for the sustained antidiabetic action induced by icv FGF1 injection.

**Fig. 6:**
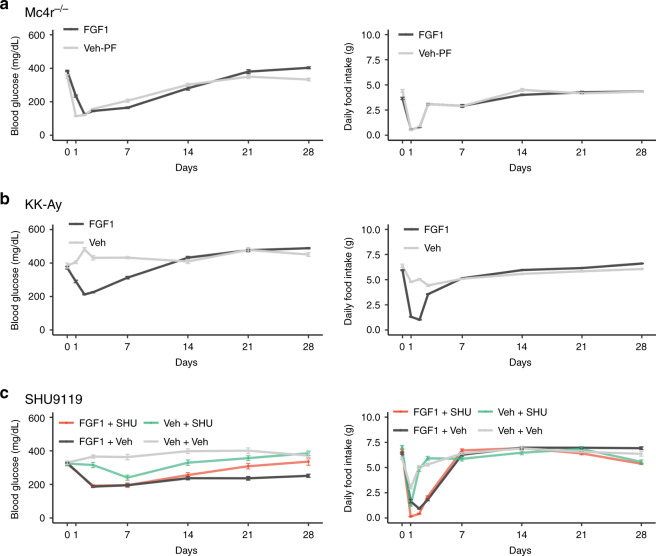
FGF1-induced sustained diabetes remission is melanocortin dependent. **a** Blood glucose levels and food intake in diabetic Mc4r^*−/−*^ (Mc4r knockout) mice injected with icv FGF1 (3 µg) or vehicle (*n* = 8/group). **b** Blood glucose levels and food intake in agouti (KK-A^*y*^) mice icv injected with FGF1 (3 µg) (*n* = 12) or vehicle (*n* = 9). Vehicle-injected mice were not pair-fed to the intake of mice receiving FGF1. **c** Blood glucose levels and food intake of diabetic Lep^*ob/ob*^ mice treated with either a single icv injection of FGF1 (3 µg) or vehicle, followed immediately by continuous icv infusion of either vehicle or the Mc4r antagonist SHU9119 (5 nmol/day) for 28 days. Veh+Veh (*n* = 8), FGF1+Veh (*n* = 9), Veh+SHU (*n* = 6), FGF1+SHU (*n* = 8). Data are represented as mean ± SEM, source data are provided as a Source data file.

To test this hypothesis further, we generated four groups of Lep^*ob/ob*^ mice, each of which received two separate icv treatments: a single icv injection of either FGF1 (3 µg) or vehicle, followed immediately by continuous icv infusion of either vehicle or the Mc4r antagonist, SHU9119 (5 nmol/day) for 28 days. Whereas food intake, body weight (BW), and BG levels did not change in icv vehicle-injected mice, regardless of whether they also received continuous icv infusion of vehicle or SHU9119 (Fig. 6c; Supplementary Fig. 6), icv FGF1 injection elicited both the expected initial reduction of food intake and the long-lived normalization of glycemia when it was coupled to continuous icv infusion of vehicle. When icv FGF1 injection was combined with continuous SHU9119 infusion, however, remission of hyperglycemia was not sustained even though the transient effects of icv FGF1 to reduce food intake, BW, and BG levels remained intact (Fig. 6c; Supplementary Fig. 6). Statistical analysis (Supplementary Notes) confirmed that, whereas icv SHU9119 infusion had no effect on transient reductions of food intake and glycemia induced by FGF1, it fully blocked sustained diabetes remission (Chi square (3) = 10.3, *p* = 0.016 (not adjusted)). These findings collectively demonstrate that, although increased melanocortin signaling is not required for the acute, transient effects of icv FGF1 injection on energy balance and glycemia, it is required for sustained diabetes remission.

### Long-term hypothalamic changes induced by icv FGF1

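Hypothalami of Lep^ob/ob mice were collected 1, 5 or 42 days after a single icv injection of FGF1 or vehicle, with separate mice on each day, and mRNA was sequenced from 1 strand-specific library per mouse. The library labels give the dose as 3 µg of FGF1. They list 10 FGF1-treated and 4 vehicle-treated mice on Day 1, 9 FGF1-treated mice on Day 5 and 5 mice per group on Day 42. For Day 5 they list 14 vehicle-treated mice, of which 7 are labelled non-diabetic and 7 diabetic, where the paper counts 7 (Fig. 7a). The vehicle-treated mice of the other days are labelled non-diabetic. The Methods repeat the day number as the number of mice per group on Day 42. Day 5 values are relative to the vehicle-treated mice labelled non-diabetic unless both groups are named. All libraries of a day share 1 preparation code, so preparation and day cannot be told apart, while each comparison of FGF1 with vehicle lies within 1 preparation.

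The authors aligned the reads to the mouse genome with STAR and deposited the counts per gene as whole numbers, without normalization. The paper's text does not name the program that counted the reads. The quantile normalization described in its Methods is not in these counts, since the library totals differ. Each gene of the table has at least 307 counts over the 47 libraries. On Day 1, total counts ran from 1243280 to 47082403 in FGF1-treated mice (median 33965100) and from 37281555 to 42887789 in vehicle-treated mice (median 38189874). On Day 5 they ran from 7695346 to 30009258 in FGF1-treated mice (median 9411647), from 8005968 to 9864890 in the vehicle-treated mice labelled non-diabetic (median 8937263) and from 7579695 to 12451642 in those labelled diabetic (median 10052056). On Day 42 the range was 19416026 to 43934003 in FGF1-treated mice (median 40038883) and 25020821 to 42977914 in vehicle-treated mice (median 39451421). The Methods state at least 20 M reads per library, on instruments that they do not assign to days, and all values rest on the deposited counts. FGF1 replicate 17 of Day 1 had the fewest counts, with 539 genes at 0.

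All libraries were fitted together with the quasi-likelihood method of edgeR after TMM normalization, with 1 mean for each of 7 groups, and FGF1 was compared with vehicle within each day. DEGs were genes with |log2 FC| above 0.5 and an adjusted p-value under 0.05 (Benjamini-Hochberg). The low-count filter of edgeR removed 0 genes. Normalized counts are CPM after TMM normalization, and exact permutation tests compared log2(CPM + 0.5) between groups, two-sided. In simulated counts with 200 genes changed on each day by a log2 FC of 1.5, the fit recovered 98.5% of them on Day 1 and 99.5% on Days 5 and 42. Each simulated gene had the same spread between mice on all days. Recovery of smaller changes, or at the spread of a single day, was not simulated.

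**Figure D1:**
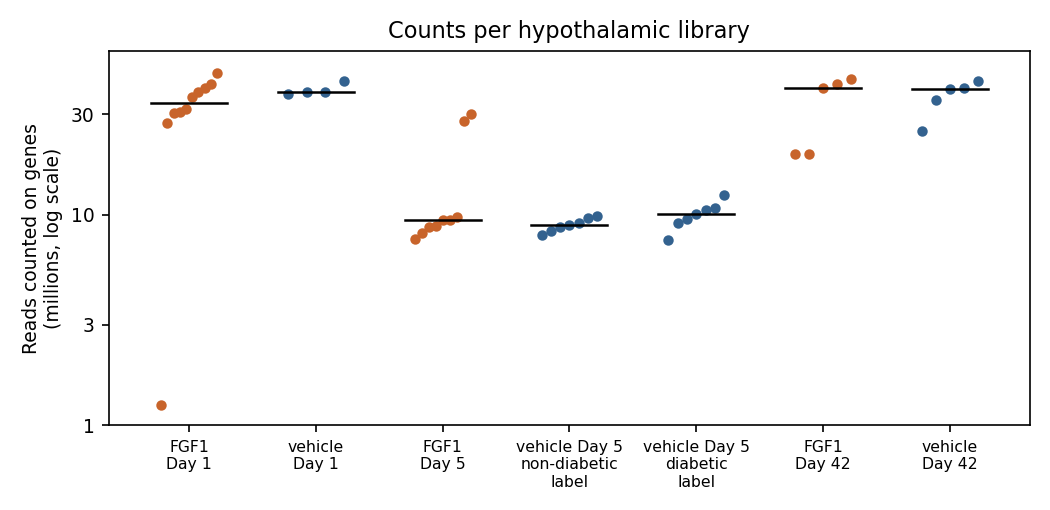
Reads counted on genes in each of the 47 libraries, on a log scale, by group. Points are mice and lines are group medians. FGF1 replicate 17 of Day 1 lies below all others. Apart from 2 FGF1-treated mice, the Day 5 libraries lie below those of Day 42 and the rest of Day 1.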

To investigate the durability of transcriptional responses elicited by icv FGF1, we generated bRNA-seq datasets from hypothalami of independent cohorts of Lep^*ob/ob*^ mice on Days 1, 5, and 42 post-icv FGF1 injection and compared the results to PF, vehicle-treated controls. 

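On Day 1, 2776 of the genes tested were DEGs, with 1631 higher and 1145 lower in FGF1-treated than in vehicle-treated mice. The Day 5 comparison gave 219 DEGs, 186 higher and 33 lower, and 372 DEGs with both vehicle groups merged, of which 209 were among the 219. On Day 42 the number of DEGs was 0, with 776 genes at an unadjusted p-value under 0.05, 436 of them higher, and a smallest adjusted p-value of 0.27. Leaving out FGF1 replicate 7 of Day 42 gave 31 DEGs and leaving out FGF1 replicate 8 gave 1, while leaving out any other mouse of that day gave 0. Normalized counts of every FGF1-treated mouse lay above those of every vehicle-treated mouse for 1075 genes on Day 1, 339 on Day 5 and 13 on Day 42. They lay below for 968, 220 and 25 genes. The share of genes that chance puts on one side or the other is 0.2% on Day 1, 0.0175% on Day 5 and 0.794% on Day 42. In a test of the difference between days, the FGF1 effect on 2332 genes differed between Days 1 and 42 past the same thresholds. The setting that moved the DEG counts of Days 1 and 5 most was dropping the fold-change threshold, with 6396 genes on Day 1 and 661 on Day 5. The share of Day 1 DEGs that were higher was 58.8% and moved to 50.8% with the size factors of DESeq2.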

DEG analysis revealed profound transcriptional changes at Day 1 that dissipated by Day 42 (|log_2_ FC| > 0.5; FDR < 0.05) Fig. 7a–c; Supplementary Data 11). Using rank–rank hypergeometric overlap analysis (RRHO)^43^ to identify transcriptome-wide patterns across the three time points, we identified a robust overlap in genes that were upregulated both at Days 1 and 5 as well as genes that were upregulated at Day 1 and downregulated at Day 5. 

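Across all genes, ranked by the signed quasi-likelihood statistic of each day, the FGF1 effects of Days 1 and 5 had a Spearman correlation of 0.259, although genes are not independent replicates. The overlap map was computed in steps of 100 genes in each of its quadrants. Among genes higher on both days, the largest overlap joined the top 2400 genes of Day 1 to the top 4000 of Day 5, which shared 1204 genes where 675 were expected (hypergeometric -log10 p of 140.2). Genes lower on both days overlapped with a peak of 113.8, sharing 2333 genes where 1747 were expected. For genes higher on Day 1 and lower on Day 5, the largest overlap held 1 gene where 2.11 were expected (peak of 0.0544), and the peak was 0.0754 with both vehicle groups merged and 2.21 with genes ranked by log2 FC. The opposite quadrant, genes lower on Day 1 and higher on Day 5, peaked at 14.4, with 59 genes shared where 19.7 were expected. Of the DEGs of both days, 84 were higher on both, 24 were lower on both, 32 were lower on Day 1 and higher on Day 5, and 0 were higher on Day 1 and lower on Day 5. Genes higher on Day 1 past the thresholds kept that sign on Day 5 in 71.6% of cases, and their median log2 FC went from 0.80 to 0.11. The FGF1 effect on 2247 genes differed between the days past the thresholds.

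**Figure D2:**
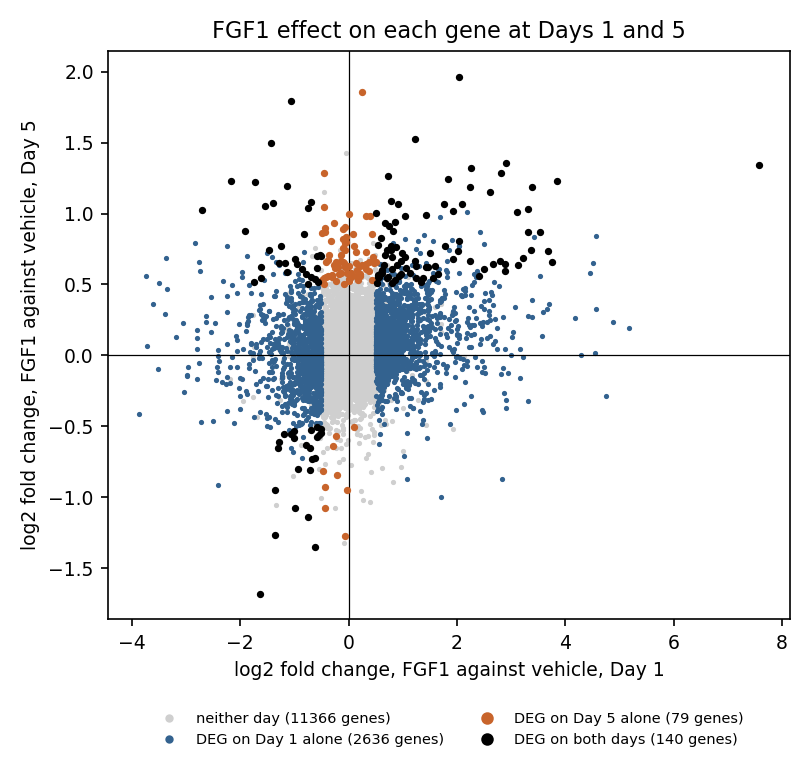
Log2 FC of FGF1 against vehicle for each gene on Day 1 (x axis) and Day 5 (y axis). Colors mark the 2636 genes that were DEGs on Day 1 but not on Day 5, the 79 with the reverse, the 140 that were DEGs on both days and the 11366 that were DEGs on neither. Genes called on both days fall in 3 of the quadrants, and none is higher on Day 1 and lower on Day 5.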

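Gfap (chromosome 11 of GRCm38, 102887336 to 102900912) had 1787 ± 231 normalized counts on Day 1 in FGF1-treated mice (SD, n = 10) and 255 ± 25.7 in vehicle-treated mice (SD, n = 4). Its log2 FC was 2.81 (SE 0.19, adjusted p = 1.08e-16, edgeR) on Day 1 and 1.29 (SE 0.14, adjusted p = 1.16e-08, edgeR) on Day 5. Vim (chromosome 2, 13573927 to 13582826) had 567.5 ± 90.1 and 57.5 ± 11.0 normalized counts on Day 1, a log2 FC of 3.31 (SE 0.18, adjusted p = 5.06e-20, edgeR), and a log2 FC of 0.87 on Day 5 (adjusted p = 1.28e-05, edgeR). S100a10 (chromosome 3, 93555080 to 93564643) rose by a log2 FC of 2.47 on Day 1 (SE 0.10, adjusted p = 4.99e-24, edgeR). For these 3 genes every FGF1-treated mouse of Day 1 lay above every vehicle-treated mouse, with p = 0.000999 in the exact permutation test, the smallest it can give. On Day 5, S100a10 had 18.4 ± 2.14 normalized counts with FGF1 (SD, n = 9) and 15.6 ± 0.862 with vehicle (SD, n = 7), a log2 FC of 0.24 (SE 0.09, adjusted p = 0.125, edgeR). That change was under the fold-change threshold, with 7 of 9 FGF1-treated mice above every vehicle-treated mouse (exact permutation test, p = 0.00105), and its adjusted p-value was 0.0237 with both vehicle groups merged.

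Aqp4 (chromosome 18, 15389496 to 15410982) had a log2 FC of 0.32 on Day 1 (SE 0.16, adjusted p = 0.104, edgeR) and 0.98 on Day 5 (adjusted p = 2.34e-06, edgeR), when it had 279 ± 39.8 and 141.2 ± 23.6 normalized counts. Gpr17 (chromosome 18, 31942997 to 31949636), which overlaps exons of Lims2 on the other strand, fell by 1.07 on the log2 scale on Day 1 (SE 0.23, adjusted p = 0.00019, edgeR) and rose by 1.80 on Day 5 (SE 0.22, adjusted p = 7.64e-08, edgeR). Bmp4 (chromosome 14, 46383520 to 46390669), which overlaps Gm15217 on the other strand, had a log2 FC of 0.25 on Day 1 (SE 0.25, adjusted p = 0.444, edgeR) and 1.85 on Day 5 (SE 0.25, adjusted p = 7.36e-07, edgeR), from 1.87 ± 0.689 normalized counts with vehicle to 6.78 ± 1.58 with FGF1. On Day 5 every FGF1-treated mouse lay above every vehicle-treated mouse for Gfap, Vim, Aqp4, Gpr17 and Bmp4 (exact permutation test, p = 8.74e-05, the smallest it can give). The Day 5 effect exceeded that of Day 1 by a log2 FC of 0.66 for Aqp4 (adjusted p = 0.0137, edgeR), 2.86 for Gpr17 (adjusted p = 6.75e-10) and 1.61 for Bmp4 (adjusted p = 0.000412). Without vehicle replicate 28 of Day 1, the log2 FC of Aqp4 on Day 1 was 0.50 (unadjusted p = 0.00602, edgeR) and the difference between the days 0.48 (adjusted p = 0.105, edgeR). The effect was smaller than on Day 1 for Gfap, Vim and S100a10, by differences in log2 FC of -1.52, -2.44 and -2.24.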

As expected, among the upregulated genes at both time points were *Gfap, Vim*, and *S100a10* (another glial marker gene) consistent with the snRNA-seq analyses of a shared reactive glia response, while *Aqp4* and *Gpr17* and *Bmp4* (a COP marker gene) were upregulated only at Day 5 likewise confirming the single-cell analyses (Fig. 7c). Pathway enrichment analysis of co-upregulated genes indicated extracellular matrix remodeling and integrin signaling. Likewise, genes upregulated at Day 1 and not coherently regulated at Day 5 enriched for ribosome biogenesis, mirroring the dissipating response seen in tanycytes and ependymal cells. 

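The gene sets of the paper's enrichment were not used here, and 2 lists made from gene symbols stand in for them, each compared with all other genes by camera with an inter-gene correlation of 0.01. The first holds the 26 genes whose symbols begin with Itga or Itgb, here called integrins. Of these 26, 16 were higher on Day 1, and their mean log2 FC exceeded that of the other genes by 0.46 (adjusted p = 0.00622). On Day 5, 18 of the 26 were higher, by a mean of 0.10 (adjusted p = 0.0241). Both calls held under fry, and neither held with the inter-gene correlation estimated from the data (adjusted p of 0.0817 and 0.162). With quantile normalization the Day 5 difference was 0.07 (adjusted p = 0.0819). The adjusted p-value of the Day 5 difference ranged from 0.0055 to 0.162 over 11 alternatives. Collagens and laminins, 55 genes, differed from the other genes by 0.15 on Day 1 (33 higher, adjusted p = 0.503) and 0.08 on Day 5 (30 higher, adjusted p = 0.0528). Of the genes named in the Venn diagrams of Fig. 7b, Clu rose by a log2 FC of 0.82 on Day 1 and 0.88 on Day 5, Dhrs1 by 2.14 and 0.45, and Serpina3n by 3.84 and 1.23. For these 3 genes every FGF1-treated mouse lay above every vehicle-treated mouse on both days. Itga3 rose by 0.35 on Day 1 (adjusted p = 0.0172, edgeR) and fell by 0.09 on Day 5. Without vehicle replicate 28 of Day 1 its Day 1 value was 0.20 (adjusted p = 0.208, edgeR), over 7 alternatives that used all mice the adjusted p ranged from 0.0172 to 0.102, and the exact permutation test gave p = 0.0639. Itga7, which overlaps Mettl7b on the other strand, rose by 1.80 and fell by 0.09. On Day 5 Itga7 changed by -0.38 against the mice labelled diabetic (adjusted p = 0.0494, edgeR), with adjusted p-values from 0.0494 to 0.891 over 9 alternatives.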

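Ribosome biogenesis was represented by a list of 62 genes written by hand. On Day 1, 57 of them were higher in FGF1-treated mice, and their mean log2 FC exceeded that of the other genes by 0.32 (camera, adjusted p = 1.06e-09), a call that held under fry (adjusted p = 1.91e-16) and with an estimated correlation (adjusted p = 0.00701). On Day 5, 24 of the 62 were higher, and the difference was -0.05 (adjusted p = 0.12). With both vehicle groups merged, the Day 5 difference was -0.06 (adjusted p = 0.0385). On Day 42, 18 were higher and the difference was -0.03 (adjusted p = 0.0298), a call that did not hold under fry or with an estimated correlation. In the Venn diagrams, Hmgcs1, which overlaps Gm48342 on the other strand, and Sqle had a log2 FC of 0.23 and 0.45 on Day 1 and of -0.28 and -0.30 on Day 5. Adjusted p-values were 0.016 and 5.58e-07 on Day 1 and 0.0075 and 0.00054 on Day 5 (edgeR), with each change under the fold-change threshold. For Hmgcs1 on Day 1 the exact permutation test gave p = 0.0649. The effects of Hmgcs1 and Sqle differed between the days by -0.51 (adjusted p = 0.000211, edgeR) and -0.75 (adjusted p = 7.35e-09, edgeR).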

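Between Days 5 and 42, the Spearman correlation of the FGF1 effects across genes was 0.0936. Among genes higher on both days, the largest overlap joined the top 3100 genes of Day 5 to the top 6300 of Day 42, which shared 1676 genes where 1373 were expected (hypergeometric -log10 p of 34.5). That peak ran from 6.06 without vehicle replicate 16 to 79.8 without vehicle replicate 14 across the fits that each left out one mouse of Day 42, and was 9.45 with sample quality weights. For genes higher on Day 5 and lower on Day 42, the largest overlap was between the top 300 genes of each list, which shared 8 genes where 6.33 were expected (peak of 0.523). With genes ranked by log2 FC that peak was 8.99. Genes lower on both days peaked at 22.8 and genes lower on Day 5 and higher on Day 42 at 7.23. Without vehicle replicate 16 of Day 42 the correlation was -0.00456. Of the genes that Fig. 7b names for this overlap, Gpr50 and Tnr, which overlaps Gm38039, had a log2 FC of 0.90 and 0.50 on Day 5. On Day 42 the log2 FC was -0.11 for Gpr50, 0.07 for Tnr and -0.11 for Serpina3n.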

The Day 5 vs. Day 42 comparison revealed a strong overlap between genes upregulated at Day 5 and downregulated at Day 42. These genes enriched for pathways indicative of glial activity (e.g., “cilium assembly” and “gliogenesis”), suggesting that most of the robust glial responses observed on Days 1 and 5 had waned by Day 42 (Fig. 7b).

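Of the 186 genes that were higher on Day 5 past the thresholds, 55.4% were higher on Day 42, where their median log2 FC was 0.02 against 0.67 on Day 5, and none was a DEG on Day 42. In a test of the difference between the days, the FGF1 effect was smaller on Day 42 for Gfap (by -1.41, adjusted p = 0.000154, edgeR), Vim (by -0.82, adjusted p = 0.0373), Aqp4 (by -0.95, adjusted p = 0.0162), Gpr17 (by -1.69, adjusted p = 0.00314) and Bmp4 (by -1.48, adjusted p = 0.025), and for S100a10 the difference was -0.29 (adjusted p = 0.435). The log2 FC of these 6 genes on Day 42 was -0.13, 0.05, 0.03, 0.11, 0.37 and -0.06, in the same order. The effect on 102 genes differed between Days 5 and 42, and on 56 without FGF1 replicate 11 of Day 42. Genes of the motile cilium, a hand-written list with 45 genes in the table, were higher on Day 5 for 38 of them, by a mean log2 FC of 0.15 over the other genes (camera, adjusted p = 0.000668). That call did not hold under fry (adjusted p = 0.214) or with an estimated correlation (adjusted p = 0.577). On Day 42 the difference was -0.03 (16 higher, adjusted p = 0.525). For gliogenesis, a list of 20 genes of oligodendrocyte precursors and newly formed oligodendrocytes was higher on Day 5 for 18 of them, by 0.57 (adjusted p = 8.39e-39, which held under fry and with an estimated correlation). On Day 42 it differed by 0.06 (16 higher, adjusted p = 0.0904). From the overlap between the days and the pathways of the shared genes, the paper proposes that most of the glial response of Days 1 and 5 had waned by Day 42.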

**Fig. 7:**
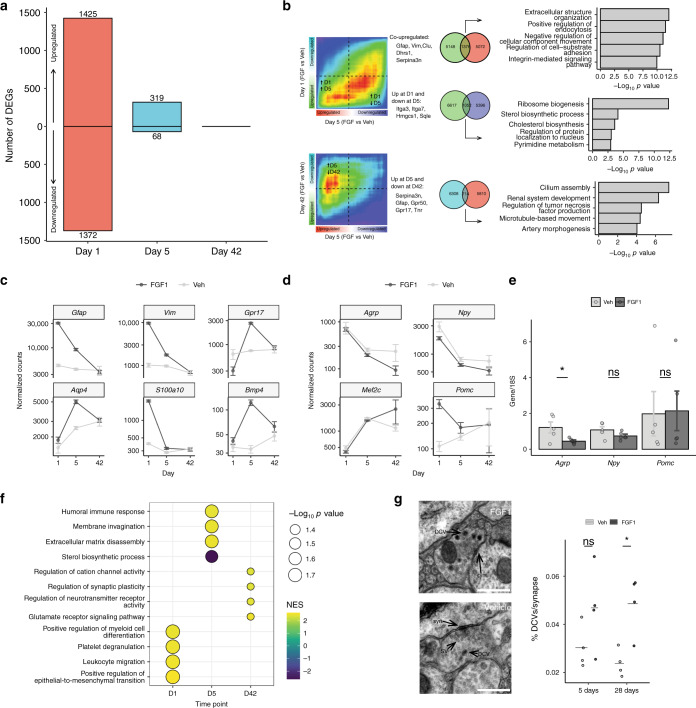
FGF1-induced long-term changes in the hypothalamus. **a** Number of DEGs (|log_2_ fold change| > 0.5; FDR < 0.05) from bulk RNA-sequencing (bRNA-seq) of hypothalami from Lep^*ob/ob*^ mice injected with icv FGF1 or vehicle and harvested Days 1 (FGF1 *n* = 10, vehicle *n* = 4), 5 (FGF1 *n* = 9, vehicle *n* = 7), and 42 (*n* = 5 mice/group) after injection. Control vehicle mice were pair-fed to FGF1-injected mice. **b** Rank–rank hypergeometric overlap maps of the degree of overlapping genes between Day 1 and Day 5 (top) and between Day 5 and Day 42 (bottom). Venn diagrams and top overlapping genes (middle panel). Enrichment of Gene Ontology biological process terms of overlapping genes (right panel). **c** Normalized counts (mean ± SEM, *n* = 5 mice/group) of the selected glial genes from the bRNA-seq datasets Days 1, 5, and 42 after icv FGF1 or vehicle injection. **d** Normalized counts (mean ± SEM, *n* = 5 mice/group) of *Agrp*, *Npy*, *Mef2c*, and *Pomc* expression Days 1, 5, and 42 after icv FGF1 or vehicle injection. **e** Targeted relative gene expression of *Agrp*, *Npy*, and *Pomc*. Unpaired *t* test, two tailed, *p = 0.04 (not adjusted, *n* = 5 mice/group); ns not significant. Source data are provided as a Source data file. **f** Threshold-free geneset enrichment analysis (Gene Ontology biological processes terms) of DEGs identified in bRNA-seq data at Days 1, 5, and 42. Point size is scaled by −log_10_(*p* value) (Bonferroni adjusted) and is colored based on the normalized enrichment score (NES). **g** Representative electron microscopic images of synapses of Lep^*ob/ob*^ mice 5 days after icv injection of either vehicle or FGF1. syn synaptic active zone, DCV dense-core vesicle, SV small light-core vesicle. Scale bar 500 nm. Quantification: dots represent mean %DCV/synapse per mouse (25 synapses per animal, *n* = 4/group). Unpaired *t* test, two tailed, *p = 0.01 (not adjusted); ns not significant. Source data are provided as a Source data file. Data are presented as mean ± SEM.

However, *Agrp* expression remained significantly downregulated in FGF1-treated mice compared to controls on Day 42 (log_2_ FC = −1.33 ± 0.39; *p* = 6.0 × 10^−4^; Bonferroni significance threshold, *p* < 0.05/30). This analysis also detected *Pomc* expression at low levels at each of the 3 time points, with a significant increase detected 1 day after FGF1 treatment (log_2_ FC = −1.66 ± 0.46; *p* = 2.9*10^−4^; Bonferroni significance threshold, *p* < 0.05/30). 

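Agrp, on chromosome 8 of GRCm38 from 105566698 to 105637393, overlaps exons of Ctcf on the other strand and of Gm5914 on its own strand. On Day 42 it had 5.28 ± 2.61 normalized counts in FGF1-treated mice (SD, n = 5) and 13.5 ± 11.7 in vehicle-treated mice (SD, n = 5), with 61 to 423 raw counts with FGF1 and 84 to 1191 with vehicle. Its log2 FC was -1.34 (SE 0.36), with an unadjusted p from edgeR of 0.000638, an adjusted p of 0.332 over all genes and of 0.0191 by Bonferroni adjusted over the list alone, the 30 tests of 10 genes on 3 days. The normalized counts of the FGF1-treated mice ran from 3.25 to 9.70 and those of the vehicle-treated mice from 3.52 to 33.6. All 5 FGF1-treated mice lay below the vehicle median and 2 lay below every vehicle-treated mouse (exact permutation test, p = 0.103, where the smallest possible is 0.00794). Without vehicle replicate 16, the highest, the log2 FC was -0.67, and its unadjusted p of 0.0464 no longer passed 0.00167, the paper's threshold. Across the 10 fits that each left out one mouse of Day 42, the log2 FC lay between -1.70 and -0.67. With sample quality weights it was -0.82 and with only the libraries of Day 42 in the fit -1.34, and neither passed that threshold (unadjusted p of 0.0934 and 0.023). The log2 FC of Agrp was -0.09 on Day 1 (SE 0.31, adjusted p = 0.84, edgeR) and -0.12 on Day 5, where it was -0.55 against the mice labelled diabetic (unadjusted p = 0.0737, edgeR).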

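Pomc (chromosome 12 of GRCm38, 3954951 to 3960642) had 19.8 ± 7.73 normalized counts on Day 1 in FGF1-treated mice (SD, n = 10) and 6.07 ± 1.74 in vehicle-treated mice (SD, n = 4). The log2 FC was 1.71 (SE 0.47), with an adjusted p of 0.00293 from edgeR over all genes and of 0.0232 by Bonferroni adjusted over the list alone. Every FGF1-treated mouse lay above every vehicle-treated mouse (exact permutation test, p = 0.000999, the smallest possible). In FGF1 replicate 24 the normalized count was 38.1, the highest of that group. Across the 4 fits that each left out one vehicle-treated mouse of Day 1, the log2 FC lay between 1.58 and 1.86, and without replicate 27, 28 or 29 the unadjusted p (0.00187, 0.00483 and 0.00425, edgeR) was above the threshold of 0.05 over 30 tests. On Day 5, Pomc had 9.87 ± 4.28 normalized counts with FGF1 (SD, n = 9) and 7.50 ± 1.86 with vehicle (SD, n = 7), a log2 FC of 0.38 (SE 0.42, adjusted p = 0.753, edgeR).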

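On Day 42, Pomc had 11.0 ± 13.2 normalized counts in FGF1-treated mice (SD, n = 5) and 11.7 ± 12.4 in vehicle-treated mice (SD, n = 5), a log2 FC of -0.07 (SE 0.46). Its exact permutation test gave p = 0.722. In each group 1 mouse lay far above the others, at 34.1 normalized counts in FGF1 replicate 7 and 33.5 in vehicle replicate 14. Leaving out FGF1 replicate 7 gave a log2 FC of -1.12 and leaving out vehicle replicate 14 gave 0.84, so the value on Day 42 rests on these mice. The effect on Day 42 was smaller than on Day 1 by a difference in log2 FC of -1.78 (adjusted p = 0.0375, edgeR), and across the 14 fits that each left out one mouse of these days it ran from -2.83 to -0.88, with an adjusted p of up to 0.282.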

While this finding raises the possibility of Pomc neuron activation as an early component of the neuronal response to FGF1, by Day 42 *Pomc* levels had returned to those of vehicle-treated controls. To validate these observations, we performed a targeted analysis using reverse transcription polymerase chain reaction (RT-PCR), which confirmed that, 42 days after a single icv injection of FGF1 in Lep^*ob/ob*^ mice, *Agrp* expression was indeed reduced compared to vehicle controls, albeit not significantly when adjusting for multiple testing (*p* = 0.042; Bonferroni significance threshold, *p* < 0.05/3). 

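In the sequenced hypothalami, Npy (chromosome 6 of GRCm38, 49822710 to 49829507) had 29.7 ± 9.91 normalized counts on Day 42 in FGF1-treated mice (SD, n = 5) and 43.9 ± 24.4 in vehicle-treated mice (SD, n = 5). The log2 FC was -0.57 (SE 0.26, adjusted p = 0.854, edgeR, and 1 by Bonferroni adjusted over the list alone), and the exact permutation test gave p = 0.294. Without vehicle replicate 16, whose normalized count of 84.8 was the highest, the log2 FC was -0.19. On Day 1 the log2 FC of Npy was -0.61 (SE 0.23, adjusted p = 0.0281, edgeR), and -0.39 without vehicle replicate 27 of that day (unadjusted p = 0.127, edgeR). On Day 5 it was -0.17, and -0.45 against the mice labelled diabetic (unadjusted p = 0.0427, edgeR). The RT-PCR values were not analysed here.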

Expression of *Npy* mRNA showed a similar trend at this late time point, but the effect did not achieve statistical significance, while *Pomc* expression was unchanged (Fig. 7d, e).

Among the most upregulated genes on Day 42 in Lep^*ob/ob*^ mice receiving FGF1 was *Mef2c* (Fig. 7d), which encodes a transcription factor that influences synaptic plasticity^44^. Furthermore, threshold-free GSEA on the Day 42 data indicated increased activity in neuronal pathways including “long-term synaptic potentiation”, “glutamate receptor signaling” and “regulation of synaptic plasticity”, while genes involved in “regulation of transmission of nerve impulse” were decreased (Fig. 7f; Supplementary Data 12). 

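Mef2c, on chromosome 13 of GRCm38 from 83504034 to 83667080, had 144 ± 148 normalized counts on Day 42 in FGF1-treated mice (SD, n = 5) and 65.5 ± 18.0 in vehicle-treated mice (SD, n = 5). Its log2 FC was 1.12 (SE 0.28), with an adjusted p from edgeR of 0.27 over all genes and of 0.00551 by Bonferroni adjusted over the list alone. The FGF1-treated mice ran from 43.4 to 404 normalized counts, and 2 of the 5 lay above every vehicle-treated mouse (exact permutation test, p = 0.27). The value of 404 was that of FGF1 replicate 11. Without it the log2 FC was 0.26 (unadjusted p = 0.126, edgeR), and across the 10 fits that each left out one mouse of Day 42 it lay between 0.26 and 1.36. With sample quality weights it was 0.10. On Days 1 and 5 the log2 FC of Mef2c was -0.21 and -0.15.

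**Figure D3:**
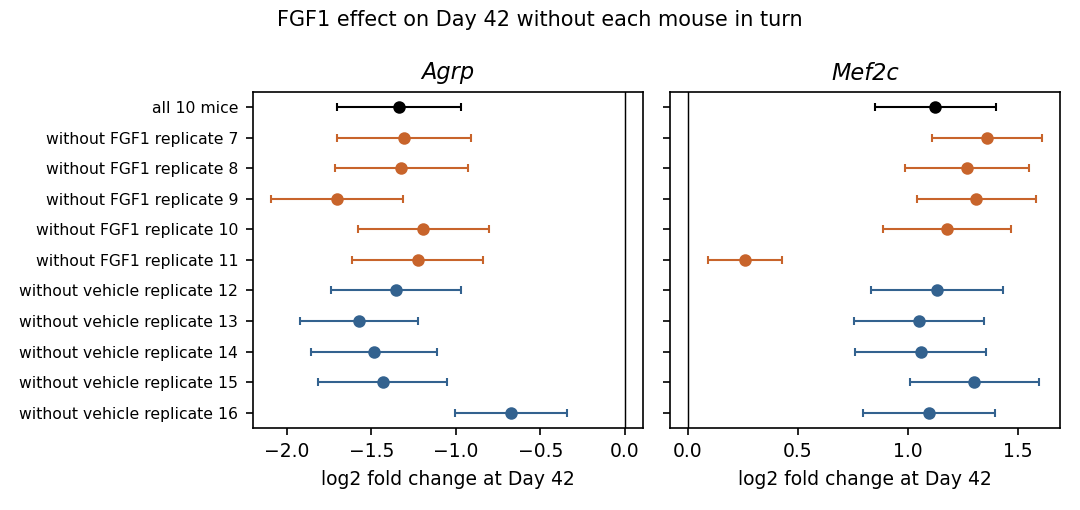
Log2 FC of Agrp (left) and Mef2c (right) on Day 42 with all 10 mice and with each mouse left out in turn. Error bars are the standard errors of the fit. Agrp moves most without vehicle replicate 16, to -0.67, and Mef2c without FGF1 replicate 11, to 0.26.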

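The paper's gene sets were not used here. A hand-written list of synaptic plasticity genes, with 41 genes in the table, had 34 higher in FGF1-treated mice on Day 42, and its mean log2 FC exceeded that of the other genes by 0.26 (camera, adjusted p = 1.09e-09). The call did not hold under fry (adjusted p = 0.0727) or with an estimated correlation (adjusted p = 0.0714). Without FGF1 replicate 11 the difference was 0.05 (adjusted p = 0.0806). Of 24 glutamate receptor genes, 12 were higher, with a difference of 0.08 (adjusted p = 0.0388) that did not hold under fry (adjusted p = 0.335) or with an estimated correlation (adjusted p = 0.361). Over the fits without 1 mouse of Day 42, that difference ran from 0.0318 (without vehicle replicate 16) to 0.114 (without vehicle replicate 15). Its adjusted p by camera reached 0.776. Genes of cortical and hippocampal excitatory neurons, a list of 30 genes that holds Mef2c and some other genes seen in Supplementary Data 11 beforehand, were higher for 26 of them by 0.76, and by 0.12 without FGF1 replicate 11. No list was made here for the transmission of nerve impulses.

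**Figure D4:**
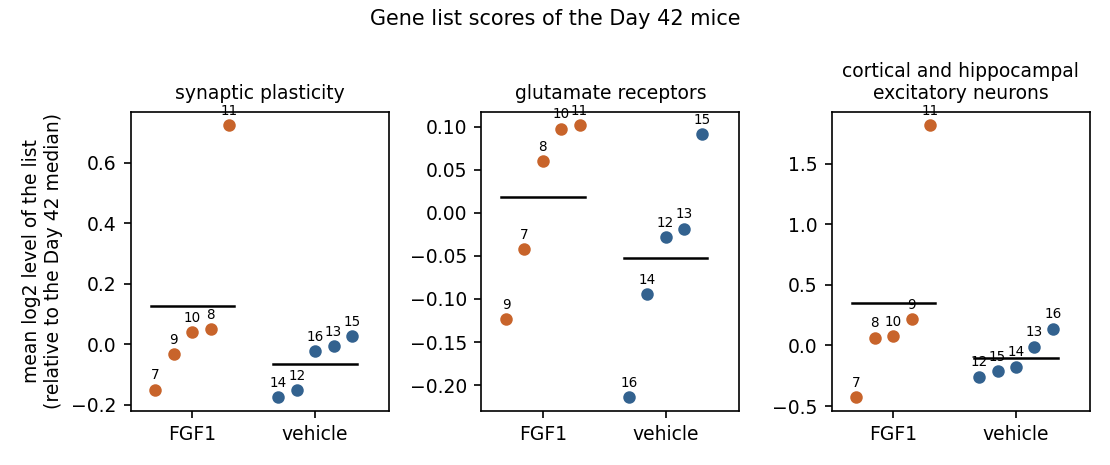
Score of 3 gene lists in each mouse of Day 42, the mean over the genes of log2 CPM minus the median of the gene on that day. Points are mice and lines are group means. Numbers are replicates. FGF1 replicate 11 is the highest mouse for the synaptic plasticity list (0.73) and the cortical and hippocampal list (1.82).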

Because long-term presynaptic silencing can cause synaptic accumulation of dense-core vesicles (DCVs; neuronal organelles that contain neuropeptides)^45,46^, we investigated whether synaptic content of DCVs is affected by icv FGF1 injection. Thus electron microscopy was employed to evaluate 110 synapses from the MBH of Lep^*ob/ob*^ mice (*n* = 4/group) that received icv injection of either FGF1 or vehicle and were sacrificed 28 days later. The average number of DCVs/synapse/mouse was increased in mice receiving FGF1 by 67% (*p* = 0.010; Fig. 7g). Taken together, these findings offer indirect support for a model in which FGF1 induces sustained changes in presynaptic plasticity (afferent and/or local inputs) in the ARC area that contribute to long-term changes in circuit computations involved in central control of glucose homeostasis. Based on this model, we speculate that *Mef2c* induction by FGF1 contributes to a sustained reduction in the excitability of hypothalamic neurocircuits that raise the BG level when activated, leading to synaptic DCV accumulation and potentially contributing to sustained amelioration of hyperglycemia. Future studies are warranted to investigate this model.

## Discussion

Until recently, the brain’s ability to ameliorate hyperglycemia in a sustained manner in diabetic animals was unrecognized. Based on the untapped therapeutic potential of such an effect, the current work was undertaken to identify and characterize the response of diverse hypothalamic cell types to FGF1, with the ultimate goal of linking these responses to the sustained antidiabetic action of this peptide. To this end, we combined an unbiased, discovery-based transcriptomics approach with histochemistry, electron microscopy, and in vivo pharmacological and physiological studies. We identified dramatic transcriptional and morphological changes in both tanycytes and astrocytes in the days following icv FGF1 injection. At the ultrastructural level, increased astrocyte coverage of synaptic boutons was detected on dendritic spines of ARC neurons, including Agrp neurons. The transcriptome of Agrp neurons was also strongly altered following icv FGF1 administration, including a sustained inhibition of both *Agrp* and *Npy* expression. These observations raise the possibility that Agrp neuron function is altered as a consequence of FGF1 action on glial cells, and additional work is warranted to asses this possibility. If so, we would infer that the sustained glucose-lowering effects of central FGF1 involve actions on one or more hypothalamic glial cell types that in turn alter glucoregulatory neurocircuit function in a highly durable manner. To our knowledge, such an effect has not previously been reported.

Of particular interest was the response of tanycytes, which line the 3V and project long filamentous processes into adjacent hypothalamic nuclei involved in glucose homeostasis. These cells have glucose-sensing properties and are implicated as participants in hypothalamic control of metabolism^9,10,28,47^. Among the canonical signal transduction pathways activated downstream of FGF receptor activation is the MAPK-ERK pathway, and we recently reported that icv FGF1 injection rapidly induces MAPK-ERK signaling in tanycytes and ependymal cells lining the 3V^5^. It is therefore unsurprising that, within 24 h of icv FGF1 injection, tanycytes and ependymal cells were enriched for co-regulated genes known to be involved in the ERK cascade (including *Spry2* and *Spred1*^12^). Moreover, since tanycytes are implicated in ATP-dependent brain glucose sensing^47^, it is of interest that genes involved in glycolysis (which generates cytosolic ATP) were also upregulated in tanycytes at Day 5. Additional study is warranted to ascertain the contribution of these robust tanycyte responses to FGF1-induced normalization of glucose homeostasis.

In astrocytes, the most consistently upregulated genes are involved in neuroprotection. These include *Aqp4*, *Sparcl1*, and the glutamate transporters *Slc1a2* and *Slc1a3*, as well as *Clu*, *Cpe*, and *Ntrk2*. The latter is of interest because it encodes TrkB, the receptor for brain-derived neurotrophic factor (BDNF). Like FGF1, BDNF administration can ameliorate hyperglycemia in mouse models of T2D whether administered peripherally^48^ or when given icv at lower doses^49^, and BDNF is also implicated as an axon guidance cue for ARC neurons innervating adjacent hypothalamic areas during postnatal development^50^. Upregulation of TrkB in astrocytes is therefore of interest as a potential way to influence glucoregulatory neurocircuit organization.

Astrocytes also provide essential homeostatic support to neurons via multiple mechanisms. Among these are peri-synaptic astrocyte processes (PAPs) which, together with the presynaptic and postsynaptic terminals, comprise the “tri-partite synapse”^13^. As PAPs are essential both to normal synaptic function and to neuroprotection following brain injury^25^, our finding that PAP coverage of dendritic spines on ARC neurons was increased 5 days after icv FGF1 injection identifies a potential mechanism whereby FGF1 influences synaptic function of hypothalamic neurons involved in glucose homeostasis. This possibility is further strengthened by our finding that genes involved in astrocyte–neuron crosstalk^31^ were also upregulated in astrocytes and that FGF1 markedly increased cellular contacts between astrocytes and Agrp neurons.

With the observations that (1) morphological changes of hypothalamic astrocytes (astrogliosis) induced by high-fat feeding^15,51^ are associated with altered activity of both Pomc and Agrp neurons^15^ and (2) impaired melanocortin signaling is implicated in the pathogenesis of T2D in both humans and rodent models^38–41^, we hypothesized that the melanocortin system is a target for sustained diabetes remission induced by FGF1. Consistent with this notion, we report that sustained diabetes remission is not observed when icv FGF1 is given to diabetic mice with genetic impairment of melanocortin signaling (agouti mice, Mc4r^*−/−*^ mice), nor is it observed when melanocortin signaling is blocked pharmacologically in Lep^*ob/ob*^ mice (by icv infusion of an Mc4r antagonist). Combined with evidence that this effect of melanocortin blockade was observed despite the fact that FGF1-induced anorexia was unaffected, these findings imply that, whereas the sustained antidiabetic action of FGF1 is melanocortin dependent, the transient anorexic response is not. Based on these collective findings, we hypothesize that the antidiabetic action of FGF1 involves robust effects on hypothalamic glial cell types that in turn trigger sustained changes in the melanocortin system and perhaps other, as yet unidentified, glucoregulatory neurocircuits.

One limitation of the current work is that we identified only a small subset of Pomc neurons, possibly owing to the marked reduction of *Pomc* gene expression characteristic of Lep^*ob/ob*^ mice^52,53^. Nevertheless, we did observe an increase of *Pomc* expression in the bRNA-seq data on Day 1. If this response was accompanied by increased α-melanocyte-stimulating hormone release and binding to Mc4r, the resultant increase of melanocortin signaling might have played a role in the response to FGF1, potentially augmented by concomitant Agrp neuron inhibition. Additional investigation into the roles played by Pomc and Agrp neurons in the sustained antidiabetic action of FGF1 will be of considerable interest.

Another limitation inherent in transcriptomics research is that induced genes may or may not be translated into protein. We addressed this issue by employing IHC, in situ hybridization, and electron microscopy, but additional work is needed to clarify the physiological relevance of many of the observed transcriptional responses. Outstanding questions include: Which transcriptomic responses and cell types are direct targets for the effect of FGF1 on the melanocortin system? Which are affected secondarily? How do these changes evolve over time? What other glucoregulatory neurocircuits might be similarly affected?; And, which of these cellular responses are relevant to how the brain senses the circulating glucose level? Studies to address these questions are an important priority.

That a single icv injection of FGF1 is sufficient to re-set the defended level of glycemia to normal in rodent models of T2D^4,5,11^ is a finding of substantial therapeutic relevance. Ongoing efforts to bridge the gap between diverse cellular responses to FGF1 and the associated normalization of glycemia may ultimately uncover novel strategies for achieving sustained diabetes remission.

## Methods

### Mice

All procedures were either performed in accordance with the NIH Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee at the University of Washington, Novo Nordisk Research Center Seattle, and St. Joseph’s Hospital and Medical Center or performed with approved protocols from The Danish Animal Experiments Inspectorate permit number 2014–15–0201–00181 and the University of Copenhagen project number P16-122. Male, 6–8-week-old Lep^*ob/ob*^ (B6.Cg-Lep^*ob*^/J), 6-week-old KK-A^*y*^ (KK.Cg-*A*^*y*^/J), and Mc4r^*−/−*^ (B6; 129S4-*Mc4r*^*tm1lowl*^/J) mice were purchased from Jackson Laboratories (Bar Harbor, ME, USA) and 8-week-old Lep^*ob/ob*^ (B6.V-Lep^*ob*^/JRj) mice were purchased from Janvier Labs, France.

Surgerized animals were individually housed under specific pathogen-free conditions in a temperature-controlled room, with 75–80% humidity and with a 12:12 h light:dark cycle and provided with ad libitum access to water and Purina 5008 chow (Animal Specialties, Inc., CA, USA) or Altromin 1310 chow (Brogaarden, Denmark) unless otherwise stated. Mice were allowed to acclimatize at least 7 days before surgery. After surgery, Mc4r^*−/−*^ mice were allowed to acclimatize for 2 weeks and subsequently put on a high-fat, high-sucrose diet (F1850, Cholesterol (0.15%), Paste; Bio-Serv, NJ, USA) to induce hyperglycemia.

### Surgeries and icv injections

Cannulation of the lateral ventricle (LV; 26-ga, Plastics One, Roanoke, VA) were performed under isoflurane anesthesia in either Lep^*ob/ob*^ or KK-A^*y*^ mice, using the following stereotaxic coordinates: −0.7 mm posterior to bregma; 1.3 mm lateral, and 1.3 mm below the skull surface^4^. Animals received buprenorphine hydrochloride (Reckitt Benckiser Pharmaceuticals Inc., Richmond, VA) or Rimadyl (5 mg/kg, Pfizer, NY, USA) postoperatively and were allowed to recover for at least 7 days before study, while food intake and BW were recorded. Mice whose BW had not recovered 7 days after surgery were excluded from the study.

Mice were closely monitored to ensure matched BW and BG levels between study groups. Lep^*ob/ob*^, Mc4r^*−/−*^, and KK-A^*y*^ mice that did not exceed BG of 250 mg/dl for 3 consecutive days were not considered diabetic and were excluded from the study. Recombinant human FGF1 (hFGF1 from Novo Nordisk A/S, Denmark) was dissolved in phosphate-buffered saline (PBS) at a concentration of 1.5 μg/μl. Mice were injected with either hFGF1 or vehicle (PBS) over 60 s in a final volume of 2 μl using a 33-gauge needle extending 0.8 mm beyond the tip of the icv cannula. Food intake, BW, and BG were recorded daily for mice receiving hFGF1 for 5 days and vehicle control mice were pair-fed to the mean amount eaten by hFGF1-injected mice for 5 days.

To determine whether the effect of icv FGF1 to induce sustained remission of hyperglycemia in Lep^*ob/ob*^ mice is dependent on melanocortin signaling, we commenced infusion of either saline vehicle or the melanocortin receptor antagonist SHU9119 (SHU, Bachem Americas, Inc., CA) immediately after administering a single icv injection of either saline vehicle or recombinant mouse FGF1 (3 µg; Prospec, NJ, USA) in a volume of 2.5 µl to male Lep^*ob/ob*^ mice in a volume of 2.5 μl as follows. Thus four groups of animals were studied: Group 1: vehicle (saline) + vehicle, Group 2: vehicle + FGF1 (3 µg), Group 3: SHU (5 nmol) + FGF1, and Group 4: SHU + vehicle. Vehicle or SHU (5 nmol/day) was continuously administered to Groups 1–2 or Groups 3–4, respectively, for 4 weeks using an osmotic minipump (ALZET, DURECT Corporation, CA) that was connected to an icv injector (PlasticOne) with polyethylene tubing (Tygon) and subsequently implanted subcutaneously to enable direct infusion of either vehicle or SHU. The injector was inserted into the LV cannula and fixed with both instant and orthodontic adhesives immediately following a single icv injection of either vehicle or FGF1.

### Generation of single-nucleus suspensions

Hypothalamic punches (2 mm) (Day 1, *n* = 3/group; Day 5, *n* = 2/group) were rapidly extracted between 9 and 12 a.m., dissected, and then placed ventral surface up into a chilled stainless steel brain matrix. A single coronal section (1.5-mm thick) block was obtained between the rostral and the caudal ends of the Circle of Willis, followed by a hypothalamic punch (2 mm), which was immediately frozen on dry ice and stored at −80 °C until further processing. For the single-nuclei dissociation, frozen hypothalamic punches were recovered in 1 ml ice-cold EZ PREP buffer (Sigma) and homogenized using 2 ml glass dounce tissue grinders; 10 times with pastel A and 10 times with pastel B, followed by 5-min incubation on ice. Homogenate was transferred to clean tubes and centrifuged at 500 × *g* for 5 min at 4 °C. Supernatant was removed followed by an additional 5 min incubation on ice in 1 ml EZ PREP buffer and centrifuged at 500 × *g* for 5 min at 4 °C. The pellet was washed first in 1 ml PBS (Gibco) with 1.0% bovine serum albumin (BSA) and centrifuged at 500 × *g* for 5 min at 4 °C followed by a 500 ml PBS + 0.1% wash containing LIVE/DEAD stain (Life Technologies) to ease nuclei visualization. Debris and myelin were removed from the resuspended nuclei by a 1.80 M sucrose gradient centrifugation step according to the manufacturer’s protocol (Nuclei PURE Prep Isolation Kit, Sigma). Nuclei were subsequently washed in 1 ml PBS + 1.0% BSA, filtered through a 40-mm mesh (Falcon), centrifuged at 500 × *g* for 5 min at 4 °C, and resuspended in 50–150 ml PBS + 1.0% BSA. Nuclei concentration was estimated by counting on a hemocytometer (iChip) and kept on ice until single-cell encapsulation.

### Generation of single-cell suspensions

Mice (*n* = 6/per group) were euthanized and brains were rapidly extracted, cooled in ice-cold Dulbecco’s modified Eagle’s medium/F12 media (Gibco, Thermo Fisher Scientific) for 5 min. Dissection of the brain was performed as above followed by a triangular section of the MBH using a scalpel. Dissected tissue was digested using a Neural Tissue Dissociation Kit (Miltenyi Biotec, Bergisch Gladbach, Germany) with manual dissociation with the following modifications: sections were immediately placed in preheated (37 °C) enzyme mix 1 (1425 ml Buffer X + 37.5 ml Enzyme E) and incubated in closed tubes for 15 min at 37 °C under slow, continuous rotation. Then enzyme mix 2 (15 ml Buffer Y + 7.5 ml Enzyme A) was added followed by mechanically dissociated using a wide-tipped, fire-polished Pasteur pipette by pipetting up and down 10 times slowly. After a 10-min incubation under slow, continuous rotation, using a series of 2 fire-polished Pasteur pipettes with incrementally smaller openings the tissue was gently dissociated until no visible pieces were observed. Cell suspensions were centrifuged at 300 × *g* for 10 min at room temperature (RT) and resuspended in 500 ml Hanks’ Balanced Salt Solution (HBSS) (catalog # 14025092, Gibco, Thermo Fisher Scientific) and 0.04% (w/v) BSA (catalog # A9418, Sigma-Aldrich). Following an additional wash (centrifugation at 300 × *g* for 5 min and re-suspension in 100 µl HBSS + 0.04% BSA), cells were filtered through a 40-mm mesh, and 50 ml HBSS + 0.04% BSA was added through the filter and transferred to clean tubes. The cell suspension was centrifuged at 300 × *g* for 5 min and resuspended in 50–150 ml HBSS + 0.04% BSA. Cell concentrations were estimated on a NucleoCounter NC-3000 (Chemometec, Denmark) and kept on ice until single-cell encapsulation.

### Generation of bulk RNA-seq data

Following euthanasia, brains (Day 1, *n* = 4 vehicle; *n* = 10 FGF1; Day 5, *n* = 7 vehicle; *n* = 9 FGF1; Day 42, *n* = 42/group) were dissected as for snRNA-seq and immediately frozen on dry ice and stored at −80 °C until further processing. RNA was isolated using the Qiagen RNeasy Mini Kit (catalog # 74104), followed by high capacity cDNA reverse transcription (from Applied Biosystems, catalog # 4368813), and finally analysis was carried the using Agilent RNA 6000 Nano Kit. The RNA sample concentration was between 200 and 350 ng/μl, with 10–15 μg purified RNA from each individual sample. All RNA samples showed a good purity (A260/280 ratios are between 2.0 and 2.1), and Bioanalyzer results demonstrated a good quality of RNA for all samples (RIN numbers > 9.2). Sample mRNA libraries were prepared using the Illumina mRNA True Strand Kit (Covance Genomics Lab, Redmond, WA; Seattle Genomics Core, Seattle, WA) and sequenced on either an Illumina HiSeq 2500 system to generate 100 bp paired end libraries with 20–30 million reads (Covance Genomics Lab, Redmond, WA) or Illumina NovaSeq 6000 system on an S1 flow cell yielding approximately 35 million (2 × 50 bp) paired end reads.

### Single-cell RNA sequencing

Single-cell cDNA libraries were generated using the Chromium single-cell platform and the 3′ v2 Reagent Kit according to the manufacturer’s protocol (10× Genomics, USA). Single-cell libraries were sequenced on a NextSeq 500 platform (3 samples (whole single cells) and 2 samples (single nuclei) on one flow cell) to obtain 100- and 32-bp paired end reads using the following read length: read 1, 26 cycles, read 2, 98 cycles and i7 index, 8 cycles.

### Single-cell RNA-seq and single-nucleus RNA-seq data processing

Cell Ranger version 1.2 (10× Genomics, USA) was used to de-multiplex and quantify UMIs. A count matrix was generated for each sample with default parameters and genes were mapped to the mouse reference genome GRCm38 (mm10, part of the Cell Ranger software package; for the scRNA-seq dataset) or an adapted reference from mouse reference genome including introns (for the snRNA-seq dataset), following the steps outlined on the 10× Genomics website (https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/advanced/references#premrna). Barcodes were filtered to include those with a total UMI count >10% of the 99th percentile of the expected recovered cells.

### Quality control of single-cell and single-nucleus expression data

*Scrublet*^54^ was run with default parameters to identify likely doublets (this step was omitted for the snRNA-seq data), which were subsequently removed from the expression matrix. Further processing was performed using the *Seurat*^55^ R package (version 2.3). Cells in which <400 or >4000 expressed genes were detected, as well as any cell with >20% (>5% for snRNA-seq) mitochondrial and/or ribosomal transcripts, were discarded. Genes detected in <10 cells (<5 cells in the snRNA-seq data) were also removed. Counts were normalized using the *SCtransform()* from Seurat. Variable genes were identified using the *FindVariableGenes()* function with default settings. Unwanted sources of variation, e.g., number of UMI and ribosomal and mitochondrial percentage, were regressed out using the *ScaleData()* function. PCs were found with variable genes using the *RunPCA()* function. The top 30 PCs were used to identify clusters and with the *FindClusters()* function at a resolution of 0.1.

### Single-nucleus RNA-seq data clustering

UMAP projection of snRNA-seq data revealed a strong batch effect between samples in this dataset. To identify conserved populations between all samples, sample datasets were integrated using the Seurat commands *FindIntegrationAnchors()* and *IntegrateData()*. Following integration, the data were processed as described above. Following identification of marker genes with the *FindMarkers()* function, literature was searched for cell-specific genes to determine cluster identity. At this low-resolution clustering, we removed ambiguously mapping cells by identifying cells with low silhouette scores <0 and removed them from the dataset (https://perslab.github.io/bentsen-rausch-2020/). Finally, the data were re-clustered to identify major cell populations.

### Single-cell RNA-seq data clustering and identification of cell types

The scRNA-seq data showed much reduced batch effect as compared to the snRNA-seq data, so the integration step was unnecessary. Following identification of marker genes with the *FindMarkers()* function, literature was searched for cell-specific genes to determine cluster identity. All neuronal lineage cells were removed from this dataset, as the quality was poor due to mouse age (myelination/neuron fragility). The final step was to further remove any artifacts/doublets, which had been missed in the initial round of processing. Each cell type underwent a round of iterative clustering as described above. Within each cell type, any cluster in which 50% of cells originated from a single sample was removed. The *FindMarkers()* function was used to identify markers of each subcluster, which were removed if enriched for marker genes of a different cell type. Finally, all remaining cells were merged to create the final dataset, and clustering was performed again with the same settings as above.

### Label projection

To identify canonical hypothalamic neuron populations, we downloaded three existing single-cell studies characterizing cell types in the MBH region. The raw data were processed with *Seurat* using default parameters and original labels were maintained. The projection was performed iteratively in that we first took the Campbell et al.^16^ data (GSE93374) and used the *FindTransferAnchors()* and *TransferData()* commands (default settings, 30 dimensions) to transfer labels to the query data. All cells that were assigned a label with >75% confidence were removed from the query dataset. We then performed label projection using the Chen et al.^18^ (GSE87544) and the Romanov et al.^17^ (GSE74672) datasets as described above. All mapped cells were then extracted and reclustered as described above. Clusters were annotated based on marker genes and the projected label that appeared most times in the identified cluster.

### Differential gene expression resampling

A strong driver of differential expression in single-cell data is the cell number. To control for this, our resampling procedure randomly selects ten cells per cluster per sample for pseudobulk analysis (see below). The test was performed 100 times per cluster to generate a distribution of DEGs. Bonferroni adjustment was used to account for multiple testing.

### Pseudobulk analysis

Pre-determined clusters were split by sample. Raw counts were summed across each gene per sample to generate a single column per sample. This matrix was then fed directly into DESeq2 tool (version 1.22.2)^56^ for standard processing.

### Pathway enrichment analysis for pseudobulk results

DEGs were tested for functional enrichment of GO (GO:BP category)^20^, REACTOME^21^, and KEGG^22^ pathways using the gProfiler R package^57^. gProfiler parameters were adjusted to indicate the use of an ordered query, limit testing to pathways containing between 10 and 300 genes, a minimum intersection size of 3 genes, and a strong hierarchical filtering of GO terms. A custom background was set for all analyses to include all genes that were used for DESeq2 analyses. A *z*-score was calculated for each term by calculating the number of upregulated minus downregulated genes divided by the square root of the number of genes that overlapped within a term.

### WGCNA and adjacency matrix calculation

The *WGCNA* package (version 1.66)^23^ implemented in R was used. Pearson correlation coefficient was used for the single-cell data and *signed network* parameter was used to compute the gene–gene adjacency matrix. Powers corresponding to the top 95th percentile of network connectivity or above were discarded and the lowest soft threshold power between 1 and 30 to achieve a scale-free topology *R*-squared fit of 0.8 was selected.

### WGCNA hierarchical clustering

The topological overlap matrices were converted to distance matrices, and the *hclust()* function was used with the *average* (clusters <3000 cells) or *complete* (clusters >3000 cells) method to cluster genes hierarchically. The *cutreeDynamic()* function was used with a *deepSplit* parameter of 2 (clusters >3000 cells) or 4 (clusters <3000 cells) and the *pamStage* parameter set to FALSE to carve the dendrogram into modules with at least 15 genes. The *mergeCloseModules()* function was used to compute module eigengenes, the vector of cell embeddings on the first PC of each module’s expression submatrix. The same function was used to merge modules, using a *cutHeight* of ≤0.2, corresponding to a Pearson correlation between module eigengenes of ≥0.8. The module eigengenes and expression matrices were used with the *signedKME()* function to compute gene–module Pearson correlations, or *kMEs*, a measure of how close each gene is to each module. Module treatment associations were tested using a linear mixed-effects model with the *nlme* R package^58^ (function *lme()*), using a random effect for each sample. Treatment and batch were modeled as fixed effects to control for variation between samples. Significance values are FDR corrected to account for multiple testing.

### Geneset enrichment analysis

Genes within each module were ordered based on their module membership (kME) and tested for functional enrichment of GO:BP terms^20^, REACTOME^21^, and KEGG^22^ pathways using the gProfiler R package^57^. gProfiler parameters were adjusted to indicate the use of an ordered query, limit testing to pathways containing between 10 and 300 genes, a minimum intersection size of 3 genes, and a strong hierarchical filtering of GO terms. A custom background was set for all single-cell analyses to include only the 5000 most variable genes, which were used for WGCNA-based analyses.

### Tanycyte analysis

Labels were propagated from the Campbell et al. dataset^16^ (GSE93374) using the *Seurat* (version 3.0) *SCTintegration()* pipeline with default settings and 30 dimensions. All cells that were assigned a label with >50% confidence were further analyzed. PCA was performed on all tanycytes using the *RunPCA()* function in Seurat. Upon identification of a gene expression continuum in PC1/PC2, the *princurve* R package^59^ was used with default settings to fit a principal curve to the data. Each cell was assigned a lambda value along the principal curve to be used as a measure of pseudoventricle height. To calculate the effect of FGF1 on module expression over pseudoventricle height, module expression was binned with a width of 1. Average expression and SEM was calculated at each pseudoventricle value. Linear regression was performed to identify significant changes in expression.

### Astrocyte analysis

To better characterize genesets induced in astrocytes by FGF1, hypergeometric enrichment was performed to test whether the genesets enriched for markers of astrocytes in middle cerebral artery occlusion (MCAO)/lipopolysaccharide (LPS) mice or astrocytes co-cultured with neurons. Prior to the analysis, the Zamanian et al.^25^ (GSE35338) and Hasel et al.^31^ (E-MTAB-5514) datasets were downloaded and DEG analysis was performed. Genesets were constructed by identifying any gene with a log_2_ FC > 2 and FDR < 0.05 (omitted for the Zamanian et al.^25^ dataset) in any of the conditions described. Any genes shared between LPS and MCAO at Day 1 were assigned to the PAN-reactive geneset. Furthermore, any gene found to overlap between LPS and MCAO was removed from the geneset. All *p* values were FDR corrected.

### Oligodendrocyte analysis

Labels were propagated from Marques et al.^35^ (GSE75330) using the *Seurat* pipeline with default settings and 30 dimensions. All cells which were assigned a label with >50% confidence were further analyzed. Shifts in cell type abundance across conditions were tested using the Student’s *t* test. To further analyze the effects of FGF1 on oligodendrocytes, a pseudo-developmental timeline of oligodendrocyte differentiation was built with Monocle2^36^. Cells were ordered based on genes that differ between clusters, a procedure referred to as *dpFeature*. tSNE dimensional reduction was performed using two PCs. Cells were then clustered in this with the *clusterCells()* command with a local density (*p* value) value of 150 and a nearest distance of a cell (*delta*) value of 15. DEGs between clusters were identified with the *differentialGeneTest()* command. The top 1000 DEGs were extracted for cell ordering. The pseudotime axis of differentiation was determined based on the expression of previously established markers.

### Bulk RNA-seq data processing and differential gene expression analysis

The RNA-seq sequences were aligned to the *Mus musculus* reference genome build Grch38 (release 77) using the STAR aligner^60^. The resulting count data were quantile normalized and used for downstream analysis. The resulting count matrix were analyzed with DESeq2 to perform count normalization and differential expression analysis between treatment groups.

### RRHO analysis

Gene lists from each time point were ranked by *t*-statistics. RRHO was then used to evaluate the transcriptome-wide overlap of these lists using the web application at https://systems.crump.ucla.edu/rankrank/rankranksimple.php^43^.

### IHC, microscopy, and image analysis

IHC of diabetic Lep^*ob/ob*^ mice treated with icv FGF1 (3 μg) or vehicle were perfused 7 days after injection with saline and 4% paraformaldehyde (PFA), post-fixed overnight at 4 °C, and then sectioned using a vibratome (50 µm). For immunostaining, sections were incubated in primary and secondary antibodies in PBS/0.5% Triton-X100 and 5% normal goat serum for 24–48 h at 4 °C. Primary antibodies were chicken anti-vimentin (1:500, EMD Millipore AB5733), mouse anti-GFAP (1:500, EMD Millipore MAB3402), rabbit anti-Aquaporin 4 (1:200, EMD Millipore AB3594), and rabbit anti-Agrp (1:1000, Phoenix Pharmaceuticals, Inc., 003–53). Secondary antibodies were goat anti-chicken 555 (1:500, Invitrogen, A11039), goat anti-mouse Alexa 488 (1:500; Invitrogen, A28175), and donkey anti-rabbit Alexa 594 (1:500; Invitrogen, A-21207). Confocal images were taken on a Leica SPE Confocal Microscope. To quantify the amount of labeling with different antibodies, we used high-resolution confocal *z*-stacks to reconstruct the ventromedial ARC region in two coronal sections containing the ME (bregma −1.7 and −2.0). For images capturing a wide area of the MBH including the third ventricle, we used a ×20 ACS APO multi-immersion objective (NA 0.6). For images taken at higher power to examine contacts between GFAP- and Agrp-positive processes in the ARC, we used a ×63 ACS APO oil immersion objective (NA 1.3). Imaris image analysis software version 9.1.0 (Bitplane) was then used to determine the volume of label-positive voxels (summation of voxels with intensity levels above a fixed threshold designated as positive and kept consistent across all images across all groups) throughout the region of interest (ROI; i.e., ARC) and compared across study groups. For quantification of GFAP–Agrp contacts, we determined the volume of co-labeled voxels expressing both GFAP and Agrp at intensities above the threshold value in high-resolution confocal stacks of the mediobasal ARC. While there are no cells that co-express both of these markers, the co-labeling of individual voxels was used as a measure of proximity between GFAP- and Agrp-expressing cell types.

### Electron microscopy

Two cohorts of Lep^*ob/ob*^ mice were icv injected into the LV with either hFGF1 or vehicle (pair-fed to the hFGF1-injected mice) as described above. One cohort was sacrificed 5 days postinjection, and the second cohort was sacrificed 28 days postinjection. Mice were anesthetized with ketamine and xylazine and transcardially perfused with 0.1 M PBS followed by 2% PFA and 2.5% glutaraldehyde in 0.1 M PB (pH 7.4), following which the brains were post-fixed in the same fixative overnight at 4 °C. The brains were then washed 6× with 0.1 M PB at 4 °C, serially sectioned at 200 μm, and washed overnight in fresh 0.1 M PB. Sections were further post-fixed in 2% osmium tetroxide (Electron Microscopy Sciences) in 0.1 M PB for 1 h at RT in the dark and washed 3× with cold d-H_2_O. Sections were then dehydrated 1× in 25% ethanol, 1× in 50% ethanol, and 1 ×  70% ethanol at 4 °C, followed by an incubation in 2% uranyl acetate (Electron Microscopy Sciences) dissolved in 70% ethanol (Electron Microscopy Sciences) in the dark for 3 h at 4 °C. Sections were then washed 1× in 70% ethanol, 3× in 95% ethanol, and 3× in 100% ethanol, then washed 2× with propylene oxide at RT and embedded in Durcupan (ACM; Fluka, Germany). Ultrathin sections (60–70 nm) were obtained with a diamond knife in a UC7 ultramicrotome (Leica, Germany) and stained with lead citrate (Reynolds’ solution)^61^. For pre-embedding NPY immunogold staining, mice were fixed with 4% PFA in 0.1 M PB (pH 7.4) as described above. Brain sections were incubated with rabbit anti-NPY (1:1500, Abcam, ab30914) for 72 h at 4 °C and incubated with gold-conjugated goat anti-rabbit antibody overnight followed by silver enhancement^62^. MBH astrocyte coverage of synaptic boutons and synapses were then imaged at 80 kV on a FEI Tecnai G^2^ Spirit transmission electron microscope (FEI Europe, Netherlands) equipped with a Morada CCD digital camera (Olympus Soft Image Solutions GmbH, Münster, Germany). Astrocyte coverage was determined by quantitation of the synapse surface in contact with electron-lucent astroglial expansions relative to the total perimeter of the synapse. For each synapse, the number of DCVs and the total number of synaptic vesicles were quantified using Fiji’s (version 1.51j8) Cell Counter plugin^63^.

### RNAScope

In a separate cohort of Lep^*ob/ob*^ mice, hFGF1 or vehicle (pair-fed to the hFGF1-injected mice) was icv injected as described above. After 5 days, the mice were anesthetized with ketamine and xylazine and transcardially perfused with saline followed by fresh 10% neutral buffered formalin. Dissected brains were post-fixed at RT for 8–12 h, then cut into 3 slabs, and further post-fixed for 16–32 h in total. Slabs were followed by ethanol for 2–4 days and subsequently embedded in paraffin. Sections were cut at 3–5 µm and single in situ hybridization (ISH) was performed with the RNAscope® 2.5 VS Reagent Kit (catalog # 323250, Advanced Cell Diagnostics, Newark, CA) on a Ventana Discovery Ultra platform (Roche Diagnostics, Penzberg, Germany). Pretreatment for ISH was 24 min target retrieval and 16 min protease treatment. The probe applied targets mouse Gpr17 mRNA (catalog # 318139), and signal was detected using the Fast Red Detection Kit (catalog # 8127166001, Roche Diagnostics, Penzberg, Germany). For image analysis, the HALO ISH-IHC version 1.3 app (Indica Labs, Albuquerque, NM) was used on two adjacent sections from the ARC region from each brain. In brief, the area was drawn as an ROI on all images by an observer blinded to treatment groups. Then all GPR17-positive cells were automatically detected and counted using threshold settings for the HALO app that detected all positive cells in all samples, with minimal background signal.

### Relative gene expression (RT-PCR)

Total RNA was extracted from hypothalami using TRI Reagent (Sigma-Aldrich) and NucleoSpin RNA (Thermo Fisher Scientific). Levels of hypothalamic transcripts were quantified by real-time PCR (ABI Prism 7900HT; Applied Biosystems) using SYBR Green (Applied Biosystems), and results were normalized to the housekeeping gene 18s. For comparative analysis, RNA ratios of the treatment group were normalized to the icv Veh control group.

### Other statistical analyses

Statistical analyses were performed using Prism 7 (Graph Pad) and R (R Core Team, 2018. https://www.R-project.org/). Data are expressed as dot plots representing data from individual animals or as mean ± SEM unless otherwise indicated. Descriptive statistics and two-tailed *t* tests were computed in GraphPad Prism 7 and probability values <0.05 were considered statistically significant. To assess differences of BG across the 4 study groups over the entire 35-day treatment period shown in Fig. 6c, individual time series data for BG were summarized as the area under the curve (AUC; units of (mg/dl) × days) using the trapezoidal rule. AUC data were analyzed and adjusted for baseline BG using analysis of variance (ANOVA). ANOVA was also used to assess BG on the final (35th) day of treatment. To specifically assess the effect of time on group BG responses from Day 3 to Day 35 across the four groups, the time series data in mg/dl were analyzed using the linear mixed model approach. Repeated measurements were accounted for using subject-level random intercepts and slopes^64^, while the fixed effects were group, time, the group × time interaction, and baseline BG. Food intake was similarly analyzed both as AUC (using ANOVA) and as a function of time (using mixed model analysis). Models were adjusted for baseline food intake. For analyses performed in R, ANOVAs were performed using the linear model (lm) procedure, mixed model analyses were performed using the linear mixed-effects (lme4) procedure, and group contrasts were tested using the generalized linear hypothesis test in the *multcomp* package.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Reporting Summary

## Data Availability

All RNA-seq data generated in this study (snRNA-seq, scRNA-seq and bulk RNA-seq) are available through the NCBI Gene Expression Omnibus (GEO) under Super Series accession number GSE153551. This study also used publicly available datasets, including “A Molecular Census of Arcuate Hypothalamus and Median Eminence Cell Types” (GSE93374)^16^, “Single-cell RNA-seq of mouse hypothalamus” (GSE74672)^17^, “Single-cell RNA-seq reveals hypothalamic cell diversity” (GSE87544)^18^, “Expression data from reactive astrocytes purified from young adult mouse brains” (GSE35338)^25^, “RNA-seq analysis of single cells of the oligodendrocyte lineage from nine distinct regions of the anterior-posterior and dorsal-ventral axis of the mouse juvenile central nervous system” (GSE75330)^35^, and “RNA-seq of mouse astrocytes in monoculture and co-cultured with rat neurons (both inactive and active)” (E-MTAB-5514)^31^. The authors declare that all the data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding authors upon request. Images are available upon request from the corresponding authors. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Transcriptomic analysis links diverse hypothalamic cell types to fibroblast growth factor 1-induced sustained diabetes remission
**Source:** Nat Commun. 2020 Sep 7;11:4458. doi: 10.1038/s41467-020-17720-5
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

Transcriptomic analysis links diverse hypothalamic cell types to  
fibroblast growth factor 1-induced Sustained Diabetes Remission

Bentsen MA, Rausch DM *et al.*

## Supplementary Figures

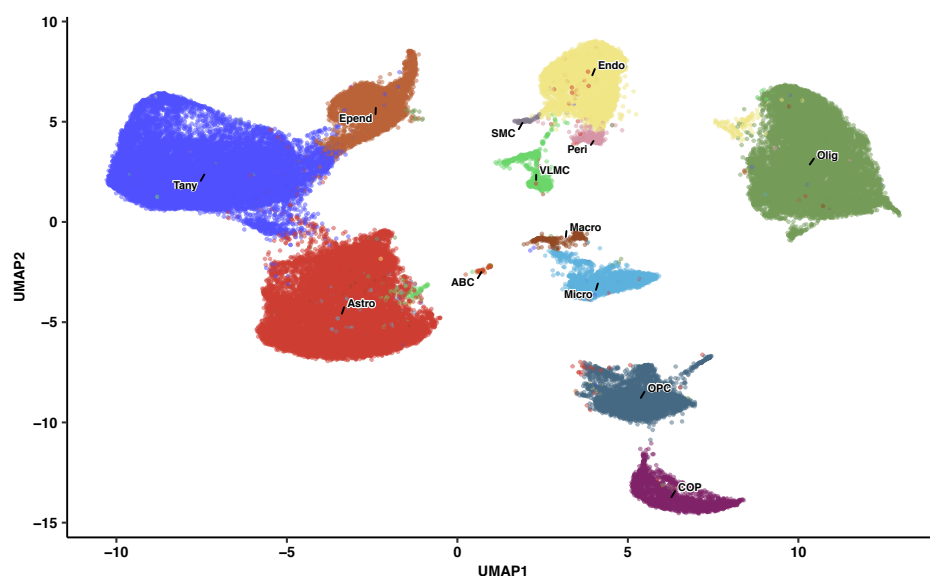

**Supplementary Figure 1.** Uniform manifold approximation and projection (UMAP) clustering of hypothalamic non-neuronal cells from Day 5 single-cell RNA-sequencing dataset; Epend, ependymal cells; Tany, tanocytes; Astro, astrocytes; OPC, oligodendrocyte precursor cell; COP, committed to differentiate oligodendrocyte; VLMC, vascular leptomenigeal cell; Endo, endothelial cells; Micro, microglia; Olig, oligodendrocytes; Macro, macroglia; Peri, pericytes; SMC, smooth muscle cells.

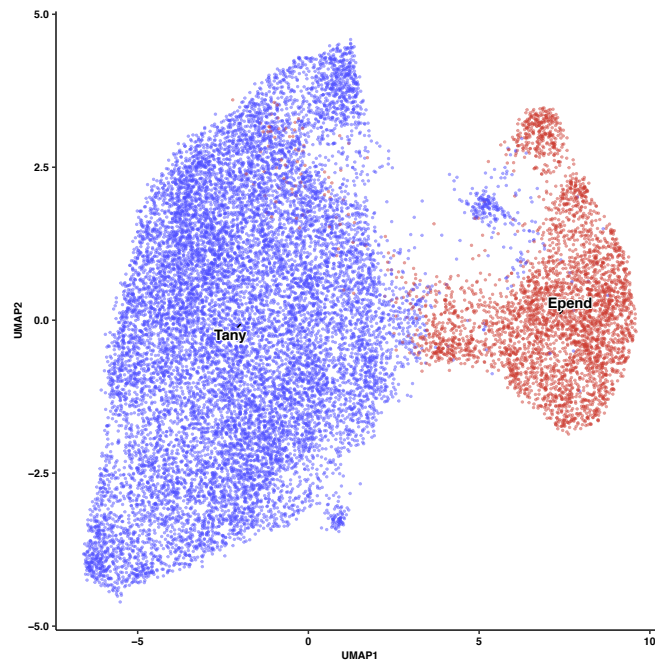

**Supplementary Figure 2.** Uniform manifold approximation and projection (UMAP) clustering of ependymal cells (red) and tanycytes (blue).

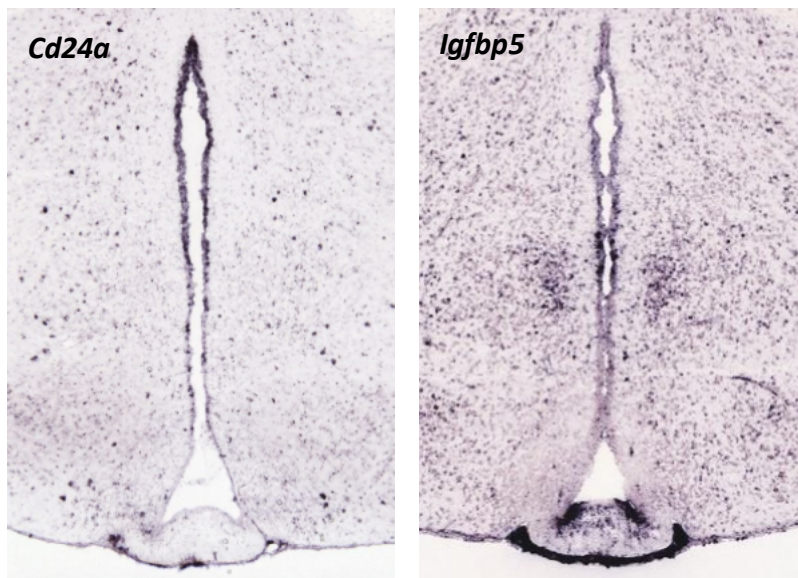

**Supplementary Figure 3.** Expression of *Cd24a* and *Igfbp5* shown by in situ hybridization, coronal section of the mediobasal hypothalamus (Image credit: Allen Institute. © 2004 Allen Institute for Brain Science. Allen Mouse Brain Atlas. Available from: *Cd24a*: <https://mouse.brain-map.org/gene/show/12269>; *Igfbp5*: <https://mouse.brain-map.org/gene/show/15784>)<sup>1</sup>.

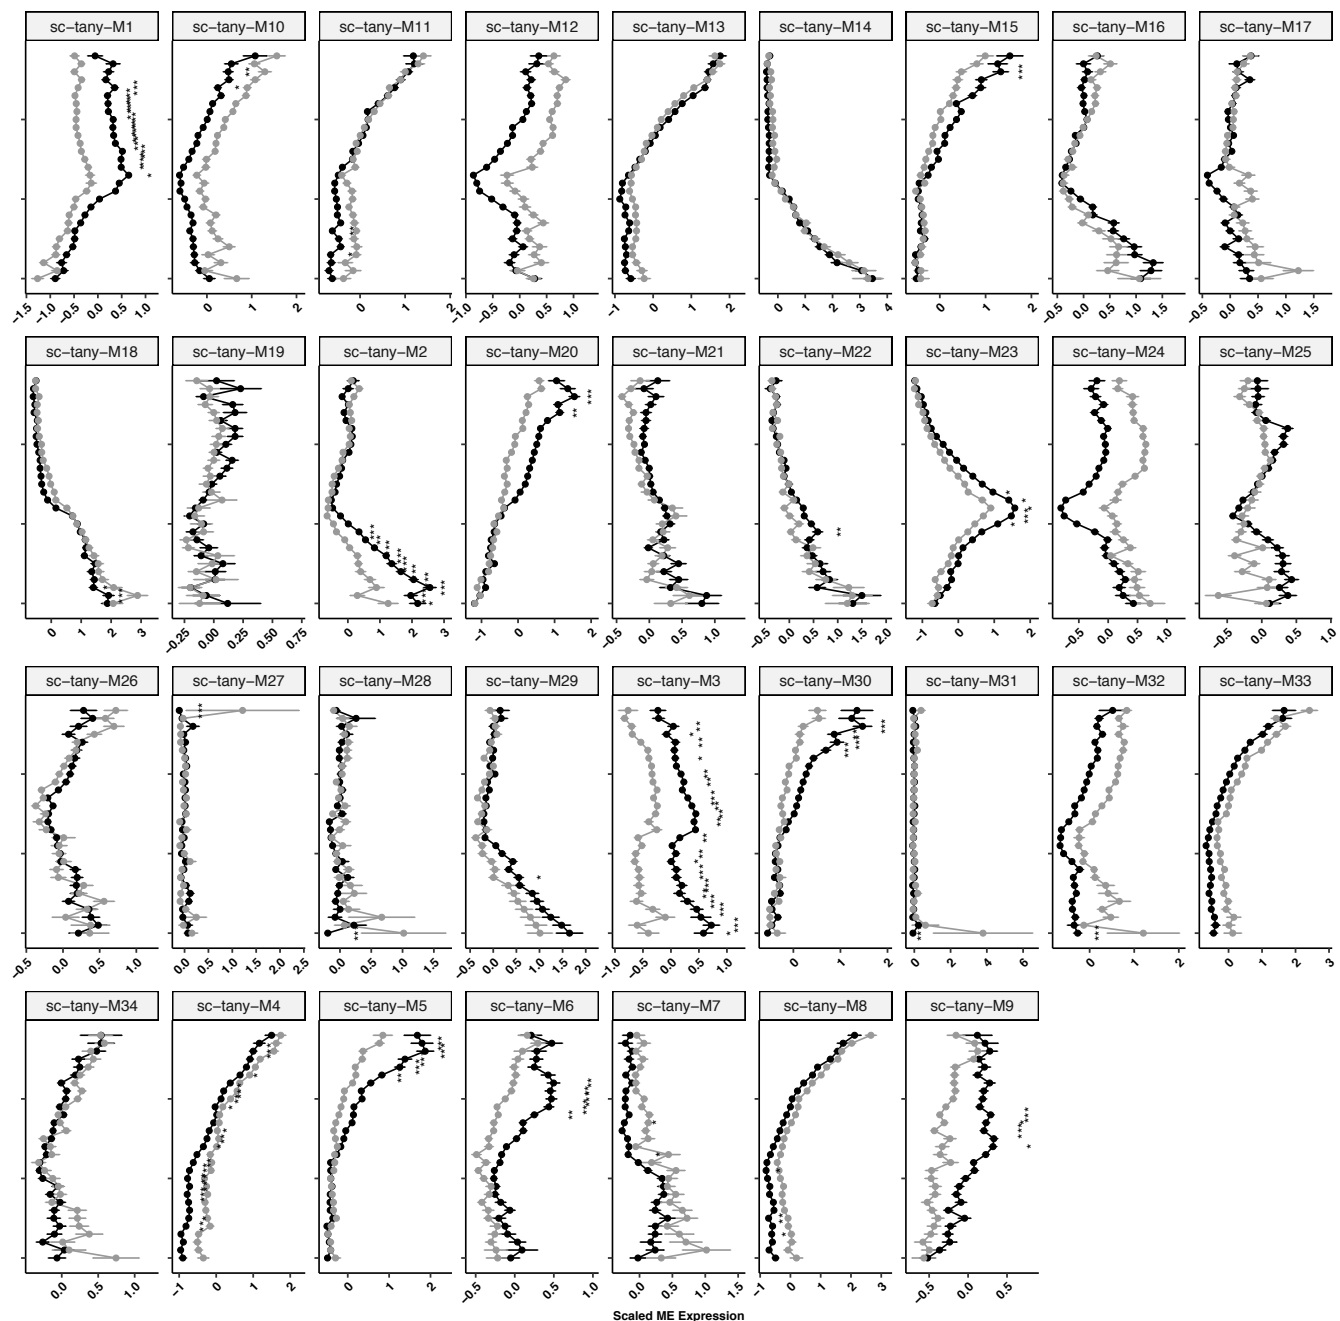

**Supplementary Figure 4.** Scaled module expression of tanycyte modules in FGF1 treated (black) and vehicle (grey) along the pseudoventricle trajectory constructed based on the single-cell RNA-sequencing data (linear mixed-effects model; bin size of 1;  $\pm$ SEM; \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001) (Bonferroni adjusted),  $n=6$  mice/group. Exact adjusted  $p$ -values are provided in Supplementary Table 5. ME, module eigengene.

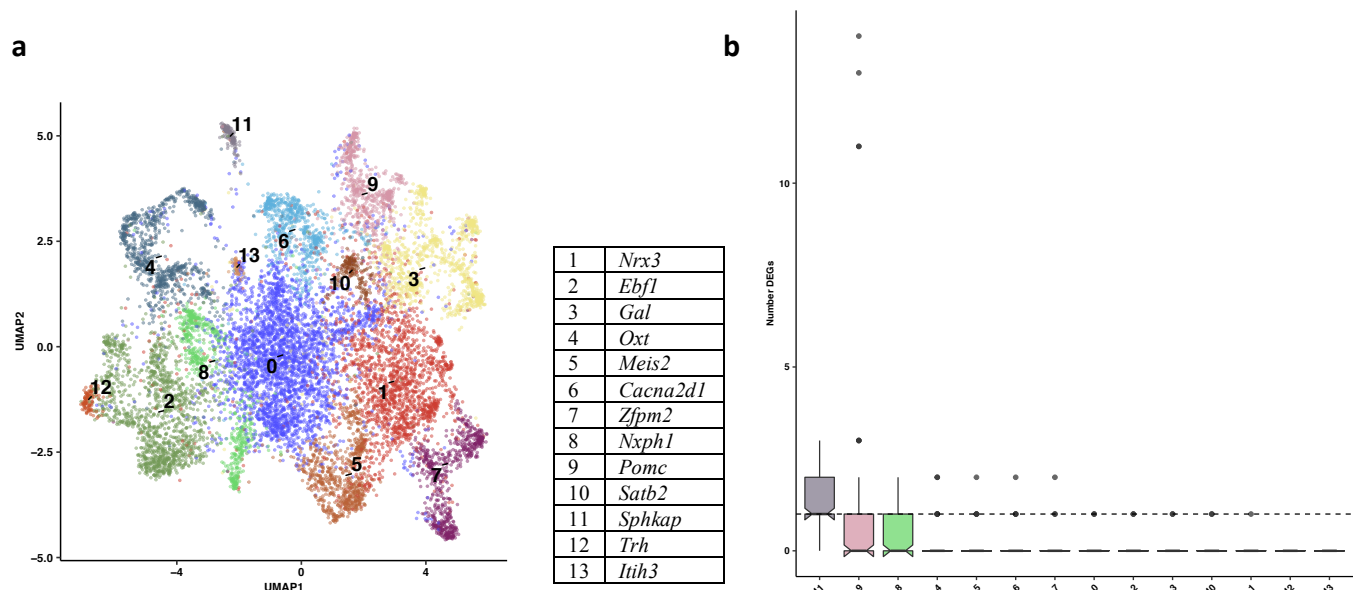

**Supplementary Figure 5. a**, Uniform manifold approximation and projection (UMAP) clustering of neurons from single-nucleus RNA-sequencing dataset that did not confidently map to cell populations reported in Campbell *et al.*<sup>2</sup>, Romanov *et al.*<sup>3</sup>, and Chen *et al.*<sup>4</sup>. Top differentially expressed genes (DEGs) within each cluster compared to all other unmapped neurons in table. **b**, Identification of number of DEGs for unmapped neuron subclusters with a repeated downsampling (10 cells/group/cell type/iteration, 100 iterations; n=3 mice/group). Data is presented as median and interquartile range. Summary statistics is provided as a Source Data file.

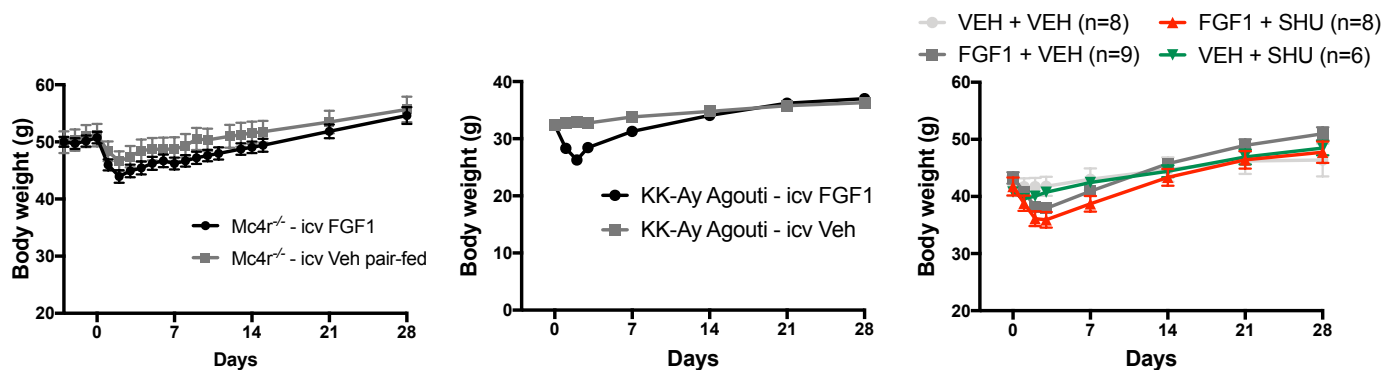

**Supplementary Figure 6.** Body weight of Mc4r<sup>-/-</sup> mice (n=8/group), KK-A<sup>y</sup> mice (FGF1 n=12, vehicle n=9) and Lep<sup>ob/ob</sup> mice treated with either a single intracerebroventricular (icv) injection of FGF1 (3 µg) or vehicle, followed immediately by continuous icv infusion of either vehicle or the Mc4r antagonist, SHU9119 (5 nmol/day) for 28 days, Veh+Veh (n=8), FGF1+Veh (n=9), Veh+SHU (n=6),

FGF1+SHU (n=8). Data are represented as mean $\pm$ SEM and source data are provided as a Source Data file.

## Supplementary Notes

### ***Tanycyte activation is sustained through Day 5 following icv FGF1 injection***

Expression of the module *sc-tany-M2* was specifically increased in the ventral part of the pseudoventricle (main text **Fig. 2f**), corresponding to  $\beta$ 2-tanycytes which form the interface between the fenestrated capillaries in the ME, a circumventricular organ strongly implicated in metabolic homeostasis, and cerebrospinal fluid in the 3V. This module included immediate-early genes *Fos*, *Egr1* and *Jun*, and the transcription factor *Hes1*. The most enriched GO term for this module was 'labyrinthine layer development', a process that integrates the fetus' and the mother's blood vessels in the placenta<sup>5</sup>. These results support the notion that  $\beta$ 2-tanycytes have stem cell-like properties<sup>6</sup> and suggest that icv FGF1 triggers a gene program in the ME that is reminiscent of blood barrier formation in the placenta. We found that *sc-tany-M3* showed a significant FGF1-induced increase in expression across nearly the entire pseudoventricle (main text **Fig. 2f**). This module was comprised largely of genes encoding ribosomal proteins involved in protein synthesis, mirroring the response of tanycytes on Day 1. One module, *sc-tany-M4*, was significantly reduced compared to vehicle. Pathway analysis implicates this gene module in fatty acid metabolism (Supplementary Table 5). While both modules *sc-tany-M5* and *sc-tany-M6* were expressed dorsally along the pseudoventricle, they were not overlapping. The hub genes for these modules, *Cd24a* and *Igfbp5*, respectively, have been identified in progenitor cells in the ventricular-subventricular zone<sup>7</sup> and *in situ* hybridization confirmed expression of these genes in cells lining the 3V<sup>1</sup> (Supplementary Fig. 3). Module *sc-tany-M23* displayed a very distinct expression pattern along the ventricle characteristic of  $\alpha$ 2-tanycytes. This module contained several genes of the peroxiredoxins family which have antioxidant properties,

suggesting a role for tanycytes in the hypothalamic response to oxidative stress that is upregulated by FGF1. Interestingly, oxidative stress is reported to be an aberrant hypothalamic manifestation of obesity<sup>8</sup>, and tanycyte processes project widely into adjacent hypothalamic areas implicated in glucose homeostasis and nutrient sensing, including the median eminence (ME), arcuate nucleus (ARC), ventromedial hypothalamus (VMH) and dorsomedial hypothalamus (DMH). Furthermore, increasing evidence suggest tanycytes themselves are nutritional sensors<sup>9,10</sup>.

#### ***Ependymal cell responses Day 5 following icv FGF1 injection***

To identify sets of co-regulated genes, we applied WGCNA to ependymal cells separately from the larger single cell RNA-seq data set and identified 3 modules that were significantly upregulated by FGF1 (linear mixed-effects model; FDR<0.05; Supplementary Table 4). Module *sc-epen-M1* resembled module *sn-glia-M4*, which was specifically upregulated in ependymal cells Day 5 in the snRNA-seq analysis. Consistent with their known function as ciliated cells, both *sc-epen-M1* and *sn-glia-M4* were associated with GO terms related to ‘cilium’ in ependymal cells. Module *sc-epen-M2* was characterized by expression of *Vim* (encoding vimentin) which is a shared marker between ependymal cells and tanycytes, while *sc-epen-M9* was comprised of primarily ribosomal genes involved in protein synthesis.

#### ***Statistical analysis accompanying main text Figure 6***

The conclusion that the effect of icv FGF1 injection to induce sustained remission of hyperglycemia is prevented by continuous icv infusion of the Mc4r antagonist SHU9119 in *ob/ob* mice is supported by

the following statistical analysis. As expected, group means for the glucose area under the curve (AUC glucose) over the entire study period differed significantly across the 4 groups by ANOVA ( $F(4,26)=7.2$ ;  $p=5 \times 10^{-4}$ ), with glucose AUCs lower in the FGF1/SHU9119 group (by  $3323 \pm 1348$ ,  $t(26)=-2.5$ ;  $p=0.021$ ), and lower still in the FGF1/vehicle group (by  $4978 \pm 1309$ ,  $t(26)=-3.8$ ;  $p=8 \times 10^{-4}$ ) vs. vehicle/vehicle controls (AUC blood glucose =  $13108 \pm 953$  (mg/dl)\*d). We also found that the slope of blood glucose over time differed between the two groups receiving icv FGF1 using linear mixed model analysis. Using a likelihood ratio test, the group  $\times$  time interaction was significant when added to a longitudinal model that included group, time and baseline blood glucose (Chi square (3) = 10.3,  $p=0.016$ ), and the FGF1/SHU9119 group was the only group with an interaction term (e.g., slope of glucose over time) that differed significantly from control (by  $5.15 \pm 1.490$  (mg/dl)/day;  $z=3.46$ ;  $p=6 \times 10^{-4}$ ), indicative of a substantial and significant positive slope for blood glucose over the course of the study. Combined with the fact that the FGF1/SHU interaction term was significantly greater than the estimate for the FGF1/vehicle group (by  $2.9 \pm 1.45$  mg/dl/day,  $z=1.99$ ;  $p=0.047$ ), we conclude that after its initial drop, blood glucose levels in the FGF1/SHU9119 group returned toward baseline in a manner that was not observed in the FGF1/vehicle group. Combined with evidence that at the final timepoint, only the FGF1/vehicle group's blood glucose remained significantly below vehicle/vehicle controls (by  $109.57 \pm 51.550$  mg/dl,  $p=0.033$ ), we conclude that the effect of a single icv injection of FGF1 to induce sustained diabetes remission was effectively prevented by co-treatment with SHU 9119. We further report that this outcome cannot be attributed to group differences in food intake, since ANOVA indicated that the baseline-adjusted group means for AUC food intake did not differ significantly between the two FGF1-treated groups ( $F(4,26)=1.12$ ;  $p=0.37$ ), and mixed model analysis

revealed that there were no significant group differences in food intake once the initial, transient anorexic effect of FGF1 had resolved ( $p \geq 0.21$ ).

## Supplementary References

1. Lein, E. S. *et al.* Genome-wide atlas of gene expression in the adult mouse brain. *Nature* **445**, 168–176 (2007).
2. Campbell, J. N. *et al.* A molecular census of arcuate hypothalamus and median eminence cell types. *Nat. Neurosci.* **20**, 484–496 (2017).
3. Romanov, R. A. *et al.* Molecular interrogation of hypothalamic organization reveals distinct dopamine neuronal subtypes. *Nat. Neurosci.* **20**, 179–188 (2017).
4. Chen, R., Wu, X., Jiang, L. & Zhang, Y. Single-Cell RNA-Seq Reveals Hypothalamic Cell Diversity. *Cell Rep.* **18**, 3227–3241 (2017). <https://doi.org/10.1016/j.celrep.2017.03.004>
5. Rinkenberger, J. & Werb, Z. The labyrinthine placenta. *Nature Genetics* **25**, 248–250 (2000).
6. Lee, D. A. *et al.* Tanycytes of the hypothalamic median eminence form a diet-responsive neurogenic niche. *Nat. Neurosci.* **15**, 700–702 (2012).
7. Mizrak, D. *et al.* Single-Cell Analysis of Regional Differences in Adult V-SVZ Neural Stem Cell Lineages. *Cell Rep.* **26**, 394–406.e5 (2019). <https://doi.org/10.1016/j.celrep.2018.12.044>
8. Diano, S. *et al.* Peroxisome proliferation-associated control of reactive oxygen species sets melanocortin tone and feeding in diet-induced obesity. *Nat. Med.* **17**, 1121–1128 (2011).
9. Elizono-Vega, R. J., Recabal, A. & Oyarce, K. Nutrient sensing by hypothalamic tanycytes. *Front. in Endocrinol.* **10**, 244 (2019). <https://doi.org/10.3389/fendo.2019.00244>

10. García-Cáceres, C. *et al.* Role of astrocytes, microglia, and tanycytes in brain control of systemic metabolism. *Nat. Neurosci.* **22**, 7–14 (2019).

# Supplementary material for: Transcriptomic analysis links diverse hypothalamic cell types to fibroblast growth factor 1-induced sustained diabetes remission
**Source:** Nat Commun. 2020 Sep 7;11:4458. doi: 10.1038/s41467-020-17720-5
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Title: Supplementary Data 1**

Description: Differentially expressed genes (DEGs) between pair-fed vehicle and FGF1 treated identified in glia cells by pseudobulk approach in single nuclei RNA-seq data from Day 1. Statistical test is based on Wald test used in the DESeq2 package (Bonferroni adjusted).

Sheets: **a.** astrocytes, **b**. oligodendrocyte precursor cells and committed to differentiate oligodendrocytes, **c**. endothelial cells, **d.** ependymal cells, **e.** microglia, **f.** oligodendrocytes, **g.** tanycytes, **h.** vascular-leptomeningeal cells

**Title: Supplementary Data 2**

Description: Gene ontology (GO) (biological processes; bp), REACTOME (REAC) and Kyoto Encyclopedia of Genes and Genomes (KEGG) results of DEGs (pseudobulk approach) of astrocytes, tanycytes and ependymal cells in the single nuclei RNA-seq data from Day 1.

Sheets: **a.** pathway analysis of differentially expressed genes with |log_2_ fold-change|>1 and FDR<0.05, **b.** pathway analysis of differentially expressed genes with |log_2_ fold-change|<-1 and FDR<0.05

**Title: Supplementary Data 3**

Description: Weighted correlation network analysis (WGCNA) of astrocytes, tanycytes and ependymal cells in the single nuclei RNA-seq data from Days 1 and 5, linear mixed-effects model testing to identify differences between pair-fed (PF) vehicle and FGF1 treated and pathway analysis (GO:bp; REAC; KEGG) of selected modules.

Sheets: **a**. All identified gene modules, **b.** linear mixed-effects model testing, **c.** pathway analysis

**Title: Supplementary Data 4**

Description: WGCNA of ependymal cells in the single cell RNA-seq data from Day 5, linear mixed-effects model testing to identify differences between PF vehicle and FGF1 treated and pathway analysis (GO:bp; REAC; KEGG) of selected modules.

Sheets: **a**. All identified gene modules, **b.** linear mixed-effects model testing, **c.** pathway analysis

**Title: Supplementary Data 5**

Description: WGCNA of tanycytes in the single cell RNA-seq data from Day 5, linear mixed-effects model testing to identify differences between PF vehicle and FGF1 treated and pathway analysis (GO:bp; REAC; KEGG) of selected modules.

Sheets: **a**. All identified gene modules, **b.** linear mixed-effects model testing, **c.** pathway analysis

**Title: Supplementary Data 6**

Description: WGCNA of astrocytes in the single nuclei RNA-seq data from Days 1 and 5, linear mixed-effects model testing to identify differences between PF vehicle and FGF1 treated and pathway analysis (GO:bp; REAC, KEGG) of selected modules.

Sheets: **a**. All identified gene modules, **b.** linear mixed-effects model testing, **c.** pathway analysis

**Title: Supplementary Data 7**

Description: Differentially expressed genes (DEGs) between pair-fed vehicle and FGF1 treated identified in glia cells by pseudobulk approach in single cell RNA-seq data from Day 5. Statistical test is based on Wald test used in the DESeq2 package (Bonferroni adjusted).

Sheets: **a.** astrocytes, **b**. arachnoid barrier cells, **c.** committed to differentiate oligodendrocytes, **d**. endothelial cells, **e.** ependymal cells, **f.** macrophages, **g.** microglia, **h.** oligodendrocytes, **i.** oligodendrocyte precursor cells, **j.** pericyte, **k.** smooth muscle cells, **l.** tanycytes, **m.** vascular-leptomeningeal cells

**Title: Supplementary Data 8**

Description: WGCNA of astrocytes in the single cell RNA-seq data from Day 5, linear mixed-effects model testing to identify differences between PF vehicle and FGF1 treated and pathway analysis (GO:bp; REAC; KEGG) of selected modules.

Sheets: **a**. All identified gene modules, **b.** linear mixed-effects model testing, **c.** pathway analysis

**Title: Supplementary Data 9**

Description: Differentially expressed genes (DEGs) between pair-fed vehicle and FGF1 treated identified in Agrp neurons by pseudobulk approach in single nuclei RNA-seq data from Day 1. Statistical test is based on Wald test used in the DESeq2 package (Bonferroni adjusted).

**Title: Supplementary Data 10**

Description: List of principal component 4 and 5 genes from principal component analysis of Agrp neurons from single nucleus RNA-seq from Days 1 and 5 between pair-fed vehicle and FGF1 in single nuclei RNA-seq data

**Title: Supplementary Data 11**

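Supplementary Data 11 lists DESeq2 values for each gene on each day. As held here its sheets give 1998 genes for Day 1, 1999 for Day 5 and 1218 for Day 42, which is part of each sheet. DESeq2 fits of the deposited counts were compared with the Day 5 sheet under each choice of control. With both vehicle groups merged, 14 mice, the median absolute difference in log2 FC was 3.67e-07. With the vehicle-treated mice labelled non-diabetic it was 0.0341 and with those labelled diabetic 0.0332. The merged fit gave 321 genes higher and 68 lower on Day 5 past the thresholds, and 1428 higher and 1373 lower on Day 1.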

Description: DEGs between pair-fed vehicle and FGF1 treated identified in bulk RNA-seq data from Days 1, 5 and 42. Statistical test is based on Wald test used in the DESeq2 package (Bonferroni adjusted).

Sheets: **a.** Day 1 DEGs, **b**. Day 5 DEGs, **c**. Day 42 DEGs

**Title: Supplementary Data 12**

Description: Threshold-free geneset enrichment analysis (GO:BP) of DEGs between pair-fed vehicle and FGF1 treated identified in bulk RNA-seq data from Days 1, 5 and 42. Statistics is based on a Kolmogorov-Smirnov-like test used in the GSEA method.

# Supplementary material for: Transcriptomic analysis links diverse hypothalamic cell types to fibroblast growth factor 1-induced sustained diabetes remission
**Source:** Nat Commun. 2020 Sep 7;11:4458. doi: 10.1038/s41467-020-17720-5
**Supplement:** Supplementary file 15 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used for data collection.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Data analysis   | All codes for RNA-seq data analysis are made available through <a href="https://perslab.github.io/bentsen-rausch-2020/">https://perslab.github.io/bentsen-rausch-2020/</a> . The following software was used in this study: Prism ver. 7 (Graph Pad), R ver. 3.5.3 (R Core Team, 2018. <a href="https://www.R-project.org/">https://www.R-project.org/</a> ), RStudio ver. 1.1.38, Cell Ranger ver. 1.2 (10x Genomics), Scrublet ver. 0.1, Seurat ver. 2.3 and ver. 3.0, DESeq2 ver. 1.22.2, gProfiler ver. 0.6.7, WGCNA ver. 1.66, nlme ver. 3.1-140, princurve ver. 2.1.4, STAR aligner ver. 2.5.4b, Fiji ver. 1.51j8 (NIH), Imapris ver. 9.1.0 (Bitplane), HALO ISH-IHC ver. 1.3 (Indica Labs). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All RNA-seq data generated in this study (snRNA-seq, scRNA-seq and bulk RNA-seq) are available through the NCBI Gene Expression Omnibus (GEO) under Super Series accession number GSE153551 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153551>). This study also used publicly available datasets including 'A Molecular Census of Arcuate Hypothalamus and Median Eminence Cell Types' (GSE93374; <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE93374>), 'Single-cell RNA-seq of mouse hypothalamus' (GSE74672; <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE74672>), 'Single-cell RNA-seq reveals hypothalamic cell diversity' (GSE87544; <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE87544>), 'Expression data from reactive astrocytes purified from young adult mouse brains' (GSE35338; <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE35338>), 'RNA-seq analysis of single cells of the oligodendrocyte

lineage from nine distinct regions of the anterior-posterior and dorsal-ventral axis of the mouse juvenile central nervous system' (GSE75330; <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75330>), and 'RNA-seq of mouse astrocytes in monoculture and co-cultured with rat neurons (both inactive and active)' (E-MTAB-5514; <https://www.ebi.ac.uk/arrayexpress/experiments/E-MTAB-5514/>). The authors declare that all the data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding authors upon request. Source data are provided with this paper including data underlying Figs. 1a, 2e, 3g, 4b, 4f, 5h, 5i, 6a, 6b, 6c, 7e, 7g and Supplementary Fig. 6. Images are available upon request from the corresponding authors.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size for each study was determined based on published (Scarlett et al., 2016; Campbell et al., 2017) and prior work by the authors.    |
| Data exclusions | None                                                                                                                                          |
| Replication     | Seven independent cohorts of mice were used to confirm findings across methodologies and cohorts, and all seven replications were successful. |
| Randomization   | Allocation of mice to groups were based on morning blood glucose measures and body weight to match the mean of both groups                    |
| Blinding        | Samples were de-identified with the investigator performing downstream processing and blinded to the study groups                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | chicken anti-vimentin (1:500, EMD Millipore, AB5733), mouse anti-GFAP (1:500, EMD Millipore, MAB3402), rabbit anti-Aquaporin 4 (1:200, EMD Millipore, AB3594), rabbit anti NPY (1:1,500, Abcam, ab30914), rabbit anti-AGRP (1:1000, Phoenix Pharmaceuticals, Inc, 003-53), Alexa dyes (goat or donkey polyclonal, 1:500, Invitrogen), donkey anti-rabbit Alexa 594 (1:500; Invitrogen, A-21207), goat anti-chicken Alexa 555 (1:500; Invitrogen, A11039), goat anti-mouse Alexa 488 (1:500; Invitrogen, A28175)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Validation      | chicken anti-vimentin: 36 citations on labome.com including 8 with use in IHC in mouse ( <a href="https://www.labome.com/product/EMD-Millipore/AB5733.html">https://www.labome.com/product/EMD-Millipore/AB5733.html</a> ); mouse anti-GFAP: 7 confirmed immunohistochemistry citations on manufacturer's webpage ( <a href="https://www.merckmillipore.com/DK/en/product/Anti-Glial-Fibrillary-Acidic-Protein-Antibody-clone-GA5,MM_NF-MAB3402#documentation">merckmillipore.com/DK/en/product/Anti-Glial-Fibrillary-Acidic-Protein-Antibody-clone-GA5,MM_NF-MAB3402#documentation</a> ) and 20 published figures on Benchsci ( <a href="https://app.benchsci.com/product/EMD%20Millipore/MAB3402/figures">https://app.benchsci.com/product/EMD%20Millipore/MAB3402/figures</a> ); rabbit anti-Aquaporin 4: 3 citations on manufacturer's website ( <a href="http://www.emdmillipore.com/US/en/product/Anti-Aquaporin-4-Antibody-CT,MM_NF-AB3594-50UL">http://www.emdmillipore.com/US/en/product/Anti-Aquaporin-4-Antibody-CT,MM_NF-AB3594-50UL</a> ); rabbit anti-AGRP: 8 citations on manufacturer's webpage ( <a href="https://www.phoenixpeptide.com/products/view/Antibodies/H-003-53">https://www.phoenixpeptide.com/products/view/Antibodies/H-003-53</a> ); rabbit anti-NPY: 4 citations on citeab ( <a href="https://www.citeab.com/antibodies/779139-ab30914-anti-neuropeptide-y-antibody">https://www.citeab.com/antibodies/779139-ab30914-anti-neuropeptide-y-antibody</a> ) |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Mice were individually housed under specific-pathogen free conditions in a temperature-controlled room, with 75-80% humidity and with a 12:12h light:dark cycle. Mice were provided with ad libitum access to water and Purina 5008 chow (Animal Specialties, Inc., CA, USA) or Altromin 1310 chow (Brogaarden, Denmark) unless otherwise stated. Lep(ob/ob) (male, 6-8 weeks) were used to perform bulk RNA-seq, single nuclei RNA-seq analysis, immunohistochemistry (vimentin, Gfap, Aqp4), electron microscopy and for evaluation of the effect of SHU9119 (Jackson Labs, USA) and single cell RNA-seq (Janivier Labs, France). KK-Ay mice (male, 6-8 weeks; Jackson Labs, USA) were used to study the effect of FGF1 in hyperglycemic Agouti mice. Mc4r<sup>-/-</sup> (male, 6-8 weeks; Jackson Labs, USA) were used to study if the effect of FGF1 to lower blood glucose in a sustained manner is melanocortin signaling dependent. Mice were allowed to acclimatize at least 7 days before surgery, and allowed to recover for 2 weeks or more after surgery.

### Wild animals

The study did not involve use of wild animals.

### Field-collected samples

The study did not involve use of field-collected samples.

### Ethics oversight

All procedures were either performed in accordance with the NIH Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee at the University of Washington, Novo Nordisk Research Center Seattle and St. Joseph's Hospital and Medical Center, or performed with approved protocols from the The Danish Animal Experiments Inspectorate permit number 2014-15-0201-00181 and the University of Copenhagen project number P16-122.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

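Gene expression in the hypothalamus was measured by sequencing of mRNA from 47 Lep^ob/ob mice, with 1 library per mouse. The mice were grouped as their labels state, by treatment and by day: FGF1 or vehicle on Days 1 and 42, and FGF1 with 2 vehicle groups, labelled non-diabetic and diabetic, on Day 5. The single-cell data, the RT-PCR and the electron microscopy were not analysed here.

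The authors aligned the reads to the mouse genome with STAR and deposited a table of counts per gene, in whole numbers and without normalization. The paper's text does not name the counting program or a filter on genes. The table holds 14221 genes and none with 0 counts in all libraries, so genes left out of it could not be tested. Coordinates and overlaps between genes were taken from GENCODE annotation of GRCm38, in which 14183 of the genes were found by name. Genes that overlap exons of another gene are named with that gene, since the counting could have split or shared their reads.

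From these counts, factors for library size were computed by TMM and a negative binomial model with 1 mean for each of the 7 groups was fitted with edgeR 4.0.16 under R 4.3.3. FGF1 was compared with vehicle within each day by the quasi-likelihood F test, the FGF1 effect was compared between days as a difference of these contrasts, and the 2 vehicle groups of Day 5 were compared with each other. P-values were adjusted by Benjamini-Hochberg over all genes of a contrast. A gene passed with an adjusted p-value under 0.05 and an absolute log2 fold change above 0.5, the thresholds of the paper. The 10 genes of Fig. 7c,d were also judged on 3 days by Bonferroni over 30 tests. Normalized counts are CPM scaled by the TMM factors, and groups of mice were compared on log2(CPM + 0.5) by two-sided exact permutation tests.

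Comparisons, thresholds, gene lists, the rule for named genes and most alternatives were fixed before the data were examined. The control of Day 5 was to be the vehicle group whose DESeq2 log2 fold changes lay nearer to Supplementary Data 11. Where the median differences of the groups were within 1.5 times of each other, the group labelled non-diabetic was to be used, and this was the case. Named genes are those the paper names for these data. For each day and direction they also include the 5 with the largest change among the genes past the thresholds whose FGF1-treated mice all lay on one side of all vehicle-treated mice. Each of these needed a mean of at least 50 normalized counts in one group, for a library of the geometric mean size of 17.8 M counts.

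Overlap between days was measured by Spearman's correlation across genes of the signed root of the F statistic, and by rank-rank hypergeometric overlap in steps of 100 genes. Since genes are not independent, the correlation and the overlaps were judged by splits of the mice and not by the hypergeometric p. Of 29 gene lists, 25 were written by hand, as gene symbols or as patterns of gene symbols, and 4 are astrocyte modules copied from the supplementary data. Of these, 28 had enough genes in the table and were tested with camera at an inter-gene correlation of 0.01, adjusted over all lists and the 3 days, with fry and an estimated correlation as checks. Random lists matched on mean expression, 10000 of them, placed the level of a list in a single library.

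The alternatives were DESeq2 1.42.0, its size factors in edgeR, quantile normalization or sample quality weights with limma 3.58.1, no filter on low counts, at least 10 counts in every library, a fit of each day alone, the other or both vehicle groups of Day 5, no threshold on the fold change, other rankings and set tests, and each mouse of Day 42 and each vehicle-treated mouse of Day 1 left out in turn. For each comparison, 75 splits of the same mice into groups of the same sizes were fitted, the real one included. The number was lowered from 100 for computing time, before any of their results had been looked at. Alternatives chosen after seeing the data were DESeq2 with both vehicle groups merged, the fits without FGF1 replicate 17 of Day 1 or without the 2 deepest FGF1 libraries of Day 5, and all libraries thinned to the lowest total. Precision was set by the spread between mice: the median SD of log2 CPM within a group ran from 0.109 in FGF1-treated mice of Day 5 to 0.249 in vehicle-treated mice of Day 42. The programs were tested on simulated data, in which edgeR and DESeq2 each recovered 98.5% of the changed genes on Day 1.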

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

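The tests of FGF1 replicate 17 of Day 1 and of FGF1 replicate 11 of Day 42 were chosen after their values had been seen. Normalized counts of 19 genes, the total counts, the number of genes at 0 and 4 gene list scores were examined in each group of 4 to 10 mice. In 18 of these 175 groups a single mouse lay apart from the others by Dixon's criterion at 95%, where chance gives 8.75.

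On Day 1, Gpr17 stood at 47.7 normalized counts in FGF1 replicate 22 and Pomc at 38.1 in FGF1 replicate 24, each the highest of its group. On Day 5, FGF1 replicate US-1642325 had the lowest count of Itga7 (10.9) and the highest of Tnr (318). Tnr was highest at 223 in vehicle replicate US-1642300, labelled non-diabetic. Among the mice labelled diabetic, Aqp4 was highest at 185 in replicate US-1642297 and Pomc at 14.4 in replicate US-1642302. On Day 42, FGF1 replicate 9 had the lowest Aqp4 (139) and the highest Gpr17 (65.6), Pomc was highest at 34.1 in FGF1 replicate 7, and vehicle replicate 14 had the highest Gfap (376) and Pomc (33.5). Without vehicle replicate 14 the log2 FC on Day 42 went from -0.13 to 0.20 for Gfap and from -0.07 to 0.84 for Pomc. It was -1.12 for Pomc without FGF1 replicate 7, and -0.01 for Gpr17 without FGF1 replicate 9 against 0.11 with it. No explanation, technical or biological, was tested for these mice.

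FGF1 replicate 17 of Day 1 had 1243280 counts, the lowest total of its group, and 539 genes at 0, the most. Its depth does not account for the DEGs of Day 1: without this library there were 2819, of which 2735 were among the 2776 found with it. Why the library is small was not tested, and the design gives no biological explanation.

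FGF1 replicate 11 of Day 42 lay apart in Mef2c, at 404 normalized counts, and in the scores of 3 gene lists: 1.82 for cortical and hippocampal excitatory neurons, 2.13 for the choroid plexus and 0.73 for synaptic plasticity. A candidate explanation is tissue from outside the hypothalamus in this library. The 24 genes of the cortical and hippocampal list that had not been seen in Supplementary Data 11 beforehand had a median log2 ratio of 1.67 to the other 9 mice of the day, at percentile 100 of the matched random lists. The choroid plexus list, without 2 genes seen beforehand, had a median of 1.99 and the striatal list 0.88, both at percentile 100. The thalamic list had 0.01 (percentile 60.9), the hypothalamic list -0.89 (percentile 0) and the pituitary list -0.57 (percentile 0.05). In the other FGF1-treated mice of Day 42 the cortical genes had medians of -0.32, -0.02, 0.17 and -0.12. The most abundant cortical genes were Camk2a at 1662 CPM in replicate 11 against a median of 541 in the other 9 mice, Slc17a7 at 508 against 42.8 and Ddn at 449 against 47.0. Of the choroid plexus genes, Enpp2 stood at 1776 CPM against 314.5 and Kl at 98.6 against 10.2. All 30 cortical genes also exceeded 1 CPM on average in vehicle-treated mice of Day 42, as did all 14 choroid plexus genes, and 6 and 1 of them are in another list. A response of this mouse to FGF1 in the same genes stays open, since the design holds no second sample of the mouse.

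Without replicate 11, the Day 42 difference of the cortical and hippocampal list from the other genes went from 0.76 to 0.12 (camera, adjusted p = 0.0271), that of the choroid plexus list from 0.73 to -0.11 (adjusted p = 0.101) and that of the striatal list from 0.57 to 0.33 (adjusted p = 1.94e-06). The synaptic plasticity list went from 0.26 to 0.0537, with an unadjusted p of 0.0432 and an adjusted p of 0.0806. Most of the difference of the synaptic list thus rests on this library. Leaving the library out does not tell tissue from a response of this mouse. A smaller change shared by the other mice stays open for the remaining 0.0537, whose adjusted p did not pass 0.05. The list also shares 8 of its 41 genes with other lists. Gene length is not the reason: among lists matched on expression and length, the median change of the synaptic list lay at percentile 100. Of 75 splits of the 10 mice, the real one included, 18 gave as large a difference for the cortical list, 68 for the choroid plexus list, 17 for the synaptic list and 2 for the striatal list.

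The FGF1 effect differed between Days 1 and 5 for 2247 genes, between Days 5 and 42 for 102 and between Days 1 and 42 for 2332, by a test of the difference itself. Only 1 of 75 splits, the real one, gave as many in each case, and the highest counts in the other splits were 914, 6 and 1906. Without FGF1 replicate 11 the 102 became 56. With all libraries thinned to the lowest total, the counts were 1196, 38 and 960, and the DEGs numbered 1957 on Day 1 and 121 on Day 5, so the depth of the libraries does not account for the gap between these days. Each day has its own preparation and its own mice. For genes that kept their direction, a change over time and a difference between preparations in how strongly FGF1 acts cannot be told apart. A difference in strength alone would not reverse a direction, so reversals between Days 1 and 5 argue against it for the genes they cover. Of the DEGs of both days, 32 were lower on Day 1 and higher on Day 5, while 84 were higher and 24 lower on both. Module sn-astro-M4 went from -0.55 (33 of 138 higher) to 0.24 (110 of 138 higher), and each call held with an estimated correlation. A waning response to FGF1, the explanation the design names, stays open and was not tested apart from preparation.

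Among genes the paper names, the log2 FC was lower on Day 5 than on Day 1 by differences of -1.52 for Gfap, -2.44 for Vim, -2.24 for S100a10, -1.69 for Dhrs1 and -2.61 for Serpina3n. The differences were -0.44 for Itga3, -1.89 for Itga7, -0.51 for Hmgcs1 and -0.75 for Sqle. Of these, Hmgcs1 and Sqle were higher on Day 1 and lower on Day 5, with an adjusted p under 0.05 on each day (edgeR). The log2 FC was higher on Day 5 by 0.66 for Aqp4, 2.86 for Gpr17, 1.61 for Bmp4, 1.34 for Gpr50 and 0.69 for Tnr. Adjusted p-values from edgeR ran from 4.09e-18 (S100a10) to 0.0384 (Itga3). Without vehicle replicate 28 of Day 1, that of Aqp4 rose to 0.105 with a difference of 0.48. From Day 5 to Day 42 the effect changed by -1.41 for Gfap, -0.82 for Vim, -0.95 for Aqp4, -1.69 for Gpr17, -1.48 for Bmp4, -0.83 for Clu, -1.33 for Serpina3n and -1.01 for Gpr50, with adjusted p-values from 6e-06 (Serpina3n) to 0.0373 (Vim). From Day 1 to Day 42 it changed by -2.93 for Gfap, -3.26 for Vim, -2.53 for S100a10, -1.78 for Pomc, -0.77 for Clu, -2.06 for Dhrs1, -3.95 for Serpina3n, -1.87 for Itga7 and -0.43 for Sqle, and by 1.18 for Gpr17 and 1.33 for Mef2c. These adjusted p-values ran from 4.04e-20 (Serpina3n) to 0.0375 (Pomc). The difference for Mef2c was 0.47 (adjusted p = 0.123) without FGF1 replicate 11, and that of Pomc ran from -2.83 to -0.88 over the fits that left out one mouse. The causes of these differences were not tested gene by gene.

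Changes were ranked among genes past the thresholds whose FGF1-treated mice all lay on one side of all vehicle-treated mice. Each gene also needed a mean of at least 50 normalized counts in one group, for a library of 17.8 M counts. Among these, the largest increases on Day 1 were in Timp1 (log2 FC 7.57), Spp1 (5.18, shares exons with Gm42793 on its strand), Tubb6 (4.88), Syt15 (4.76) and Ptgs2 (4.56). The largest decreases were in Slc22a6 (-3.73), H2-Q1 (-3.72), Myoc (-3.38), Fmod (-3.36) and Stab2 (-3.36). Myoc overlaps Myocos and Stab2 overlaps Gm16268 on the other strand. On Day 5, besides Bmp4 and Gpr17, A2m rose by 1.96, Slc38a5 by 1.52 and Enpp6 by 1.50. Kirrel2 changed by -1.68, 2900052N01Rik by -1.35, Slc13a5, which overlaps 1700051A21Rik on the other strand, by -1.27, Hsd11b1 by -1.14 and Gipr by -0.93. The largest adjusted p-value of these genes was 0.000863, for Gipr, from edgeR. Gene length does not account for the changes of Day 1 as a whole, since log2 FC and exon length had a Spearman correlation of -0.0869 across genes. A response to FGF1 stays open, and no biological explanation was tested beyond the comparison with vehicle.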

How the results depend on the processing

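Among the settings below, DESeq2 with both vehicle groups of Day 5 merged, the fits without FGF1 replicate 17 of Day 1 or without the 2 deepest FGF1 libraries of Day 5, and the libraries thinned to the lowest total were chosen after seeing the data. No paired analysis was possible because the replicate numbers are unique to each group. The setting without a filter on low counts changed nothing by construction, since the filter of edgeR removed 0 genes. Over the settings set before the data were examined, 50 of 75 gene values kept their call and direction. So did 24 of 33 differences between days, 9 of 25 gene list results and 4 of 6 overlaps. After thinning, chosen later, the correlation of Days 1 and 5 was weaker as well (0.170 against 0.259). The overlap of genes higher on both of these days was weaker too (peak of 58.0 against 140.2).

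The 2776 DEGs of Day 1 became 1582 with at least 10 counts in every library, where fewer genes (10973) were tested, and 6396 without a threshold on the fold change. Without any one of the vehicle-treated mice of Day 1 they numbered 2335 (replicate 28) to 3088 (replicate 30). The 219 DEGs of Day 5 became 140 with at least 10 counts in every library, 372 with the libraries of Day 5 alone, 438 with sample quality weights, 406 against the mice labelled diabetic, 372 against both vehicle groups, 661 without a threshold on the fold change, 389 with DESeq2 and both groups and 121 after thinning, where each library has fewer counts. Of the 372 found against both groups, 209 were among the 219, as were 170 of the 187 found without the 2 deepest libraries. The main fit shares its estimate of spread over all days, and a fit of a day alone does not. Genes at an unadjusted p under 0.05 (edgeR) then went from 2348 to 4933 on Day 5, from 7345 to 6104 on Day 1 and from 776 to 145 on Day 42. The biological coefficient of variation was 0.0676, 0.170 and 0.197 on these days. The shared spread thus goes with fewer calls on Day 5 and more on Day 42. The cause of the changes was not tested apart from the number of mice in the fit, nor with quality weights.

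On Day 42 the number of DEGs was 0 in all settings with 10 mice (776 genes at an unadjusted p under 0.05 in the edgeR fit). Over the 10 fits without 1 mouse it ran from 0 to 31, with 31 without FGF1 replicate 7 and 1 without FGF1 replicate 8. The Day 5 comparison of the vehicle groups also gave 0 in all settings (193 genes at an unadjusted p under 0.05).

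The differences in the FGF1 effect between Days 1 and 5 numbered 1402 genes with at least 10 counts in every library, 3784 without a threshold on the fold change and 1196 after thinning, against 2247. Those between Days 1 and 42 numbered 1525, 3623 and 960 in the same settings, against 2332. Those between Days 5 and 42, 102 genes, became 192 with DESeq2 and both vehicle groups, 65 without the 2 deepest libraries of Day 5 and 38 after thinning, and ran from 56 (without FGF1 replicate 11) to 149 (without FGF1 replicate 9) over the fits without 1 mouse of Day 42.

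For Agrp on Day 42 the log2 FC of -1.34 passed the paper's threshold for 30 tests, and did not with quantile normalization (-1.04, unadjusted p = 0.0118), with the libraries of Day 42 alone (-1.34, p = 0.023) or with quality weights (-0.82, p = 0.0934). It ran from -1.70 to -0.67 over the fits without 1 mouse, the latter without vehicle replicate 16, and missed the threshold without FGF1 replicate 7 (-1.31), 10 (-1.19) or 11 (-1.23) as well. Mef2c on Day 42 was made a main result after its values had been seen. Its log2 FC of 1.12 passed the threshold, and did not with quantile normalization (0.61, p = 0.0151), the libraries of Day 42 alone (1.14, p = 0.0444), quality weights (0.10, p = 0.68) or without FGF1 replicate 11 (0.26), in a range of 0.26 to 1.36. For Pomc on Day 1 the log2 FC of 1.71 passed it, and did not with quality weights (1.62, p = 0.00319) or without vehicle replicate 27, 28 or 29, in a range of 1.58 to 1.86. These p-values are unadjusted, from edgeR or limma. The causes of these shifts were not tested.

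The direction of Agrp on Day 1 (-0.09) turned to 0.0447 with quality weights and 0.22 after thinning, and ran from -0.32 to 0.35 (without vehicle replicate 27) over the fits without 1 vehicle-treated mouse. On Day 5 Agrp (-0.12) turned to 0.00158 with quality weights and was -0.55 against the mice labelled diabetic, and Bmp4 on Day 1 (0.25) to -0.0504 after thinning. None of these values passed an adjusted p of 0.05 in either direction.

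On Day 42 several small values changed direction. With quality weights, Aqp4 became -0.038, Gpr17 -0.00836, Pomc 0.12, Itga3 0.0869, Tnr -0.0425 and the motile cilium list 0.014. After thinning, Gpr17 became -0.0834, Dhrs1 -0.00999 and Itga7 0.00258. Over the fits without 1 mouse, log2 FC ran from -0.23 to 0.20 for Gfap, -0.0446 to 0.21 for Vim, -0.10 to 0.14 for Aqp4, -0.029 to 0.29 for Gpr17, -0.13 to 0.0138 for S100a10, -1.12 to 0.84 for Pomc, -0.0303 to 0.14 for Clu, -0.20 to 0.0279 for Serpina3n, -0.16 to 0.0153 for Itga3, -0.14 to 0.00891 for Itga7, -0.0129 to 0.0451 for Sqle, -0.28 to 0.00847 for Gpr50 and -0.0396 to 0.12 for Tnr. Gfap, Serpina3n and the higher value of Pomc turned positive without vehicle replicate 14, and Clu turned negative without FGF1 replicate 11 or vehicle replicate 12. The motile cilium list ran from -0.11 to 0.0918 and the choroid plexus list from -0.11 (without FGF1 replicate 11) to 0.88.

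The correlation of the FGF1 effects of Days 1 and 5 was 0.17 after thinning, against 0.259. That of Days 5 and 42, 0.0936, ran from -0.00456 (without vehicle replicate 16) to 0.174 (without vehicle replicate 14). Of the gene list results on 3 days, 41 passed camera with a correlation of 0.01 and 13 with the correlation estimated. Differences between days lost their call in some fits without 1 mouse for Aqp4, Bmp4, Vim, Itga3, Pomc and Mef2c. The adjusted p reached 0.105 for Aqp4 from Day 1 to Day 5 without vehicle replicate 28. From Day 5 to Day 42 it reached 0.0547 for Aqp4, 0.0702 for Bmp4 and 0.0987 for Vim. It reached 0.211 for Itga3 and 0.282 for Pomc.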

Differences from the paper's values

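The DESeq2 fit with both vehicle groups of Day 5 merged was added after its values had been found to match Supplementary Data 11.

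For Pomc on Day 1 the paper's text gives a log2 FC of -1.66 ± 0.46 and calls it an increase, and the deposited counts gave 1.71. The sign is positive under each of the alternatives set before the data were examined, with values from 1.48 with quantile normalization to 1.86 without vehicle replicate 30, and none of them closed the gap. The paper's Supplementary Data 11 lists 1.66 for the same gene, and DESeq2 gave 1.66.

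For Day 5 the paper shows about 320 genes higher and about 68 lower (Fig. 7a, read by eye), and the counts here were 186 and 33. Of the alternatives set before the data were examined, the number of higher genes came within 1.5 times of the paper's with the libraries of Day 5 alone (295), sample quality weights (350), the vehicle-treated mice labelled diabetic (335), both vehicle groups merged (313) and no threshold on the fold change (462). It did not with DESeq2 (190), its size factors (179), quantile normalization (140), no filter on low counts (186) or at least 10 counts in every library (128). The number of lower genes came within 1.5 times with quantile normalization (67), the libraries of Day 5 alone (77), quality weights (88), the mice labelled diabetic (71) and both groups merged (59). It did not with DESeq2 (38), its size factors (34), no filter (33), at least 10 counts (12) or no threshold on the fold change (199). DESeq2 with both groups merged, chosen after seeing the values, gave 321 and 68.

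The paper states at least 20 M reads per library, and the median total on genes in FGF1-treated mice of Day 5 was 9.41 M counts. Counts on genes are fewer than reads by an amount the files do not give. This comparison was added after the totals had been seen, and no alternative bears on it.

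The paper names S100a10 among the genes higher on Days 1 and 5. On Day 5 its log2 FC was 0.24, with an adjusted p-value of 0.125. The adjusted p-value passed 0.05 with both vehicle groups merged (0.0237), with the libraries of Day 5 alone (0.0211), with sample quality weights (0.0367) and with the added DESeq2 fit (0.0376), and the log2 FC of S100a10 stayed under 0.5 in each of them.

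The paper reports a robust overlap of genes higher on Day 1 and lower on Day 5, and a strong one of genes higher on Day 5 and lower on Day 42. The largest overlaps in these quadrants had a hypergeometric -log10 p of 0.0544 and 0.523. Ranked by log2 FC they were 2.21 and 8.99, the highest among the alternatives, and in the added DESeq2 fit 0.0484 and 0.606. Of the genes that Fig. 7b names for the overlap of Days 5 and 42, Gpr17 and Tnr were higher on Day 42, by a log2 FC of 0.11 and 0.07. With sample quality weights these values were -0.01 and -0.04, and without vehicle replicate 16 they were -0.03 and -0.04.

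The paper places Mef2c among the genes most raised on Day 42. By log2 FC it ranked 52 among all genes with all 10 mice and 316 without FGF1 replicate 11. The paper also names raised pathways of synaptic plasticity and glutamate receptors on Day 42. The lists used in their place passed camera with all mice, and passed neither fry nor camera with an estimated correlation.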

Other observations

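The tests of pituitary and arcuate tissue for Pomc, of vehicle replicate 16 and of hypothalamic and arcuate tissue for Agrp and of the spread between mice on Day 42 were chosen after the results had been seen. For the number of DEGs, only 1 of 75 splits of the mice, the real one, gave as many on Day 1 and only 1 on Day 5. The other splits gave a median of 0 and at most 1191 on Day 1, and at most 1 on Day 5. On Day 42, where the count was 0, the other splits gave a median of 2 DEGs and at most 1087. The real one gave 776 genes at an unadjusted p under 0.05, which 58 of 75 splits reached. The other splits had a median of 1623 such genes. The number of DEGs between the 2 vehicle groups of Day 5 was 0 too, with 193 genes at an unadjusted p under 0.05, which 29 of 75 splits reached. For 9 genes every mouse labelled diabetic lay above every mouse labelled non-diabetic and for 5 below, where chance puts 0.0583% of genes on one side or the other. The smallest adjusted p was 0.787.

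For the overlap of Days 1 and 5, 1 of 75 splits reached the correlation and 1 the overlap of genes higher on both days, and 73 reached that of genes higher on Day 1 and lower on Day 5. For Days 5 and 42, 32 splits reached the correlation of 0.0936 in absolute size and 13 with a positive sign, 11 the overlap of genes higher on both days and 59 that of genes higher on Day 5 and lower on Day 42. The other splits of Days 5 and 42 had a median correlation of -0.0145 and a median absolute correlation of 0.0756. The correlation of 0.0936 is therefore not told from that of other groupings.

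For the gene lists of the passages above, the difference from the other genes was reached by 1 of 75 splits for ribosome biogenesis on Day 1 and 1 on Day 5, 1 for integrins on Day 1 and 1 on Day 5, 6 for collagens and laminins on Day 1 and 18 on Day 5. The motile cilium list was reached by 2 splits on Day 5 and 69 on Day 42, the precursor list by 1 split on Day 5 and 25 on Day 42. Glutamate receptors on Day 42 were reached by 27 splits.

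With the effects and the smaller spread of Day 5, groups of 5 mice do not give 0 DEGs. In 20 draws of 5 FGF1-treated and 5 vehicle-treated mice of Day 5, the DEGs had a median of 122 and ran from 89 to 199. Whether 5 mice per group are too few at the spread of Day 42 cannot be told from these draws. The same number of FGF1-treated mice of Day 1 with its 4 vehicle-treated mice gave a median of 2687.5. The biological coefficient of variation was 0.197 on Day 42, 0.170 on Day 1 and 0.0676 on Day 5. A larger spread does not hide effects as large as those of Days 1 and 5 on the genes higher on those days: the 1631 genes higher on Day 1 had a median log2 FC of 0.011 on Day 42 against 0.80 on Day 1, and the 186 higher on Day 5 had 0.01997 against 0.67. Over the fits without 1 mouse of Day 42 these medians reached at most 0.0534 (without vehicle replicate 16) and 0.0674 (without vehicle replicate 14). For smaller effects, or effects on other genes, a larger spread cannot be told apart from their absence. The coefficient of 0.197 does not decide it, and neither do the splits, which gave as many genes at an unadjusted p under 0.05 in 58 of 75 cases. The 2 deepest FGF1 libraries of Day 5 do not carry its DEGs, with 187 without them. Log2 FC had a Spearman correlation with exon length across genes of 0.094 on Day 5 and 0.12 on Day 42.

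For Agrp on Day 42, vehicle replicate 16 may hold more Agrp RNA than the others: without it the log2 FC was -0.67, where leaving out the highest vehicle-treated mouse lowers the difference by construction. The criterion first set, that the change then misses the paper's threshold for 30 tests, was met, and the explanation was left open for that reason after the result had been seen. Less hypothalamus in the FGF1 libraries is not the whole cause. The 31 other hypothalamic genes had a median log2 FC of -0.14 on Day 42 (22 lower), and in each of the 10 fits without 1 mouse their median stayed at or under 18.2% of the log2 FC of Agrp. Of these genes, Th (-1.02) and Avp (-0.70) reached 50% of it. With their level in each library as a covariate, which differed by -0.19 between the groups, the log2 FC of Agrp was -1.17 (unadjusted p = 0.0412, edgeR). Less arcuate tissue is not the whole cause either: 13 other arcuate genes had a median of -0.13 (11 lower), 0 of them reached 50% of the log2 FC of Agrp, and without 1 mouse the lowest median was -0.31. A further condition set first, that Pomc and Npy stay short of 50% in every fit, was not met without FGF1 replicate 7 (Pomc -1.12) and without FGF1 replicate 11 (Npy -0.75), and was dropped after the result had been seen. The most abundant hypothalamic genes were Pmch at 702 CPM with FGF1 and 732 with vehicle and Peg10 at 383 and 449. Of the 31 and 13 genes, 29 and 11 exceeded 1 CPM on average in vehicle-treated mice of Day 42. A smaller contribution of tissue and a biological decrease of Agrp stay open.

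Pituitary tissue in the FGF1 libraries of Day 1 is a candidate explanation for the increase of Pomc. Of the 22 genes of the pituitary list, 8 are in the table. The median log2 FC of these 8 on Day 1 was -0.22 (camera, adjusted p = 0.158, 3 of 8 higher), which speaks against it only weakly. Chgb and Dlk1 among them stood at 490 and 396 CPM with vehicle, so a little pituitary tissue might not move them. The 8 include Cga with a log2 FC of 0.63 (adjusted p = 0.273, edgeR), Chgb with -0.02, Rbp4 with -0.94 and Tgfbr3l with -1.22 (adjusted p = 1.01e-08, edgeR). All 8 exceeded 1 CPM on average in vehicle-treated mice of Day 42, and 1 is in another list. More arcuate tissue in the FGF1 libraries is not the whole cause either. Of 14 other arcuate genes, listed by hand before their values were looked up, 13 were in the table, and their median log2 FC on Day 1 was 0.12, and at most 0.25 without 1 vehicle-treated mouse. Of these 13, 9 were higher and 1, Npy2r (0.91), reached 0.86, which is 50% of the log2 FC of Pomc. The most abundant were Pdyn at 128 CPM with FGF1 and 118 with vehicle, Npy2r at 42.4 and 22.6 and Cited1 at 38.8 and 22.2. Of the 13 genes, 11 exceeded 1 CPM on average in vehicle-treated mice of Day 1 and 8 are in another list. Agrp and Npy had a log2 FC of -0.09 and -0.61, and the higher of them reached at most 0.35 without vehicle replicate 27. A response of Pomc to FGF1 and a smaller contribution of tissue stay open.

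Of the lists not tied to a claim, those of reactive astrocytes (3.38, adjusted p = 3.17e-36), ERK feedback genes (1.57, adjusted p = 3.28e-19), microglia (0.69, adjusted p = 6.62e-06) and immediate-early genes of dissection (0.99, adjusted p = 0.0033) exceeded the other genes on Day 1 by camera. The astrocyte modules of the supplementary data differed by 0.97, 1.75, 1.70 and -0.55 in their order. Lower on Day 1 were myelinating oligodendrocytes (-0.48, 3 of 20 higher, reached by 6 of 75 splits), circadian genes (-0.44) and the motile cilium (-0.47, 8 of 45 higher), and neither the first nor the last held with an estimated correlation (adjusted p of 0.48 and 0.473). Nor did microglia (0.178) and the immediate-early genes (0.433) on Day 1. On Day 5 reactive astrocytes differed by 0.89, microglia by 0.42, the modules by 0.14, 0.12, 0.25 and 0.24, sterol synthesis by -0.31 (1 of 23 higher, adjusted p = 3.26e-17) and striatal genes by -0.52 (0 of 18 higher, adjusted p = 2.77e-08, and 0.135 with an estimated correlation). Myelinating oligodendrocytes went the other way on Day 5, by 0.29 (18 of 20 higher, adjusted p = 7.7e-08 by camera, 0.0159 by fry and 0.187 with an estimated correlation). Only 1 of 75 splits reached the Day 5 value for each of these but the striatal one, which 4 reached. With an estimated correlation, modules sn-astro-M1, sn-astro-M2 and sn-astro-M3 did not hold on Day 5 (adjusted p of 0.203, 0.375 and 0.0685). Module sn-astro-M2 did not hold under fry either (adjusted p = 0.061). On Day 42 cytosolic ribosomal proteins differed by -0.11 (3 of 80 higher, adjusted p = 7.35e-10 by camera and 0.291 by fry), which 27 of 75 splits reached. Between the vehicle groups of Day 5 the microglial list differed by -0.21 (1 of 18 higher, adjusted p = 6.33e-11 by camera and 0.928 by fry), and 4 of 75 splits reached it.

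The median SD of log2 CPM within groups was 0.215 and 0.230 on Day 1, 0.109, 0.116 and 0.118 on Day 5 and 0.198 and 0.249 on Day 42, with FGF1 first. Correlation within groups ran from 0.954 to 0.995.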
